# Loss of flavin adenine dinucleotide (FAD) impairs sperm function and male reproductive advantage in *C. elegans*

**DOI:** 10.7554/eLife.52899

**Published:** 2020-02-05

**Authors:** Chia-An Yen, Dana L Ruter, Christian D Turner, Shanshan Pang, Sean P Curran

**Keywords:** spermatogenesis, mitochondria, reproduction, FAD, riboflavin, alh-6/ALDH4A1, *C. elegans*

## Abstract

Exposure to environmental stress is clinically established to influence male reproductive health, but the impact of normal cellular metabolism on sperm quality is less well-defined. Here we show that impaired mitochondrial proline catabolism, reduces energy-storing flavin adenine dinucleotide (FAD) levels, alters mitochondrial dynamics toward fusion, and leads to age-related loss of sperm quality (size and activity), which diminishes competitive fitness of the animal. Loss of the 1-pyrroline-5-carboxylate dehydrogenase enzyme *alh-6* that catalyzes the second step in mitochondrial proline catabolism leads to premature male reproductive senescence. Reducing the expression of the proline catabolism enzyme *alh-6* or FAD biosynthesis pathway genes in the germline is sufficient to recapitulate the sperm-related phenotypes observed in *alh-6* loss-of-function mutants. These sperm-specific defects are suppressed by feeding diets that restore FAD levels. Our results define a cell autonomous role for mitochondrial proline catabolism and FAD homeostasis on sperm function and specify strategies to pharmacologically reverse these defects.

## Introduction

As individuals wait longer to have families, reproductive senescence has become an increasingly prudent topic (Mills et al., 2011; Lemaître and Gaillard, 2017). Decline in oocyte quality is well-documented with age and can result in fertility issues when older couples try to conceive (Baird et al., 2005). Furthermore, pregnancies at an older age pose risks for higher incidences of birth defects and miscarriages. In humans, female reproduction ceases at an average age of 41–60, with the onset of menopause (Treloar, 1981). The *Caenorhabditis elegans* ‘wild type’ is hermaphroditic and self-fertilizing; however, they are capable of making and maintaining Mendelian ratios of male (sperm-only) animals in their populations. Like humans, *C. elegans* experience a decline in fecundity with age by halting oocyte production at roughly one-third of their lifespan (Kadandale and Singson, 2004). In addition, regulators of reproductive aging, such as insulin/IGF-1 and *sma-*2/TGF-β signaling, are conserved regulators of reproductive aging from worms to humans (Luo et al., 2010). While the majority of studies in reproductive senescence have focused on maternal effects, male factors contribute to a large portion of fertility complications with increasing evidence of an inverse relationship between paternal age and sperm health (Lemaître and Gaillard, 2017). In fact, studies in mammals have shown an age-related decline in sperm quality with increased incidences of DNA damage, reduced motility, abnormal morphology, and decreased semen volume (Cocuzza et al., 2008; Kidd et al., 2001; Ozkosem et al., 2015).

Flavin adenine dinucleotide (FAD) is an important cofactor that participates in enzymatic redox reactions that are used in cellular metabolism and homeostasis. FAD is synthesized from riboflavin by the concerted actions of FAD synthetase and riboflavin kinase. Like humans, *C. elegans* cannot synthesize riboflavin, and therefore requires dietary intake (Braeckman, 2009). Disruption of flavin homeostasis in humans and animal models has been associated with several diseases, including: cardiovascular diseases, cancer, anemia, abnormal fetal development, and neuromuscular and neurological disorders (Barile et al., 2013); however, the link between FAD homeostasis and fertility is undefined.

We demonstrate that, although reproductive senescence is generally studied only from the female viewpoint, age-speciﬁc female reproductive success strongly depends on male–female interactions. Thus, a reduction in male fertilization efﬁciency with increasing age has detrimental consequences for female ﬁtness. Lastly, we call for investigations of the role of environmental conditions on reproductive senescence, which could provide salient insights into the underlying sex-speciﬁc mechanisms of reproductive success.

Several studies have documented fertility defects in *C. elegans* mitochondrial mutants. Mutation in *nuo-1*, a complex I component of the mitochondria respiratory chain, results in reduced brood size caused by impaired germline development (Grad and Lemire, 2004). Similarly, *clk-1* mutation affects the timing of egg laying, resulting in reduced brood size (Jonassen et al., 2002). Both of these mitochondrial mutations impact fertility, but their role(s) in spermatogenesis are unclear. *alh-6*, the *C. elegans* ortholog of human *ALDH4A1*, is a nuclear-encoded mitochondrial enzyme that functions in the second step of the proline metabolism pathway, converting 1-pyrroline-5-carboxylate (P5C) to glutamate (Adams and Frank, 1980). We previously revealed that *alh-6(lax105)* loss-of-function mutants display altered mitochondrial structure in the muscle accompanied by increased level of ROS in adult animals (Pang and Curran, 2014). Furthermore, mutation in *alh-6* results in the activation of SKN-1/NRF2 (Pang et al., 2014), an established regulator of oxidative stress response, likely through the accumulation of toxic P5C disrupting mitochondrial homeostasis (Pang and Curran, 2014; Pang et al., 2014; Deuschle et al., 2004; Miller et al., 2009; Nomura and Takagi, 2004). Interestingly, SKN-1 was recently shown to respond to accumulation of damaged mitochondria by inducing their biogenesis and degradation through autophagy (Palikaras et al., 2015). Here, we identify a genetic pathway that regulates male reproductive decline stemming from the perturbation of mitochondrial proline metabolism leading to redox imbalance, cofactor depletion, and altered mitochondria dynamics; all of which play a role in sperm dysfunction.

## Results

### Mutation in mitochondrial *alh-6* results in diet-independent reduction in fertility

Altered mitochondrial structure and activity have been correlated with sperm dysfunction across different species (Liau et al., 2007; Amaral et al., 2013; Ramalho-Santos and Amaral, 2013; Nakada et al., 2006). In addition, proper sperm function requires low levels of ROS (de Lamirande and Gagnon, 1993; Kodama et al., 1996; Leclerc et al., 1997), although a specific role for endogenous mitochondrial derived ROS is undefined. ALH-6/ALDH4A1, is a nuclear-encoded mitochondrial enzyme that functions in the second step of proline catabolism, converting 1-pyrroline-5-carboxylate (P5C) to glutamate (Figure 1A). We anticipated that mutation of *alh-6* may affect the germline, based on our previous assessment of the premature aging phenotypes in somatic cells of *alh-6* mutants (Pang and Curran, 2014). Using an UV-integrated *alh-6::gfp* strain under its endogenous promoter, we saw that ALH-6 localizes to the mitochondria in the germline of both hermaphrodites and males (Figure 1—figure supplement 1). We then assessed progeny output of *alh-6(lax105)* hermaphrodites fed the standard OP50/*E. coli* B strain diet and found a reduction in self-fertility brood size (−12.9%) (Figure 1B). Since the somatic phenotypes of *alh-6(lax105)* mutants are known to be diet-dependent (Pang et al., 2014; Pang and Curran, 2014), we examined self-fertility of animals fed the HT115/*E. coli* K-12 strain diet to determine if the reduced reproductive output is also dependent on the type of bacterial diet ingested. Surprisingly, we found that the self-fertility of *alh-6* animals was markedly reduced (−20.7%), when animals were fed the HT115 diet (Figure 1C). *alh-6* mutants have similar timing in their progeny output as compared to wild type animals on both diets (Figure 1—figure supplement 2). Since *alh-6* mutants display normal development and reproductive timing, the progeny deficit is not a result of an attenuated reproductive span which reveals the differential impact of *alh-6* loss in the soma (diet-dependent) (Pang and Curran, 2014) and the germline (diet-independent).

**Figure 1.**
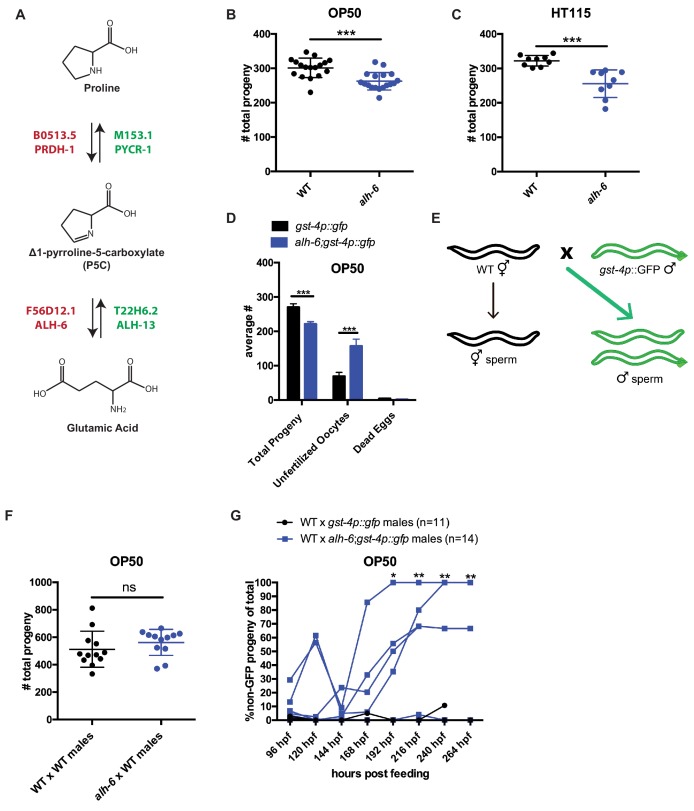
*alh-6* fertility defects are sperm-specific. (**A**) Proline catabolism pathway. (**B–C**) *alh-6* hermaphrodites have reduced brood size when fed OP50 (**B**) or HT115 (**C**) diets. (**D**) *alh-6* hermaphrodites lay increased number of unfertilized oocytes, but few dead embryos. (**E**) Mated reproductive assay scheme utilizes males to maximize reproductive output (as in F) and can exploit males harboring GFP to differentiate progeny resulting from self- versus male-sperm (as in G). (**F**) Wild type (WT) and *alh-6* hermaphrodites mated with WT males yield similar number of total progeny. (**G**) WT hermaphrodites mated with *alh-6;gst-4p::gfp* males yield more non-GFP progeny (indicating self-fertilization) than hermaphrodites mated with WT males harboring *gst-4p::gfp*. Statistical comparisons by unpaired t-test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in at least biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 1—figure supplement 1.**
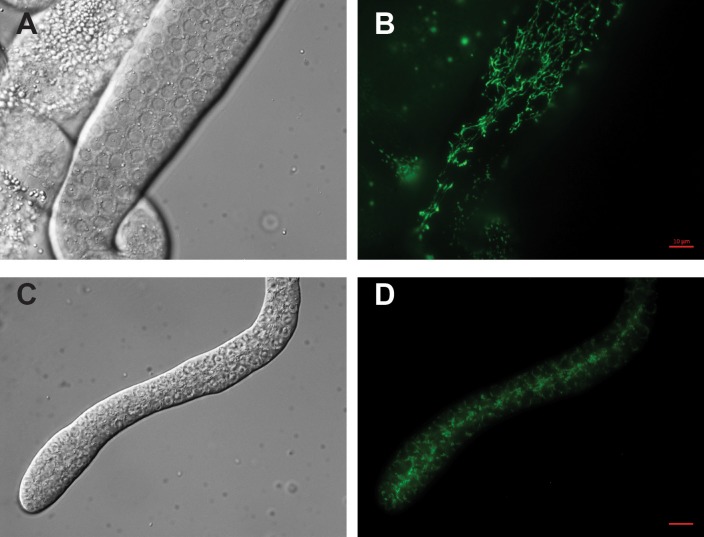
Mitochondrial localization of ALH-6 in the germline. UV integrated *alh-6::gfp* strain under its endogenous promoter reveals expression of ALH-6 in hermaphrodite (**A–B**) and male (**C–D**) germline. *a* and *c* are DIC images while *b* and *d* are GFP images. Scale bar for all images is 10µm.

**Figure 1—figure supplement 2.**
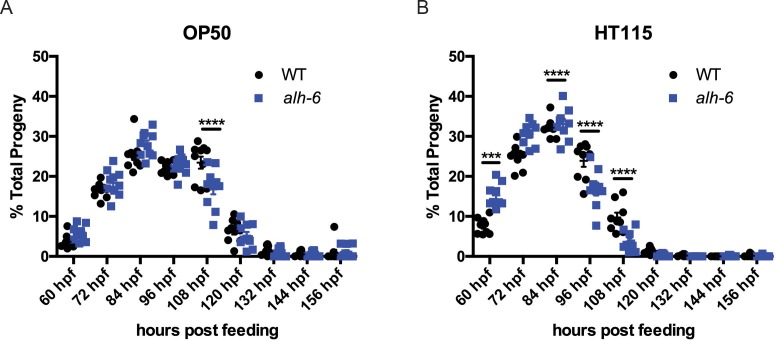
*alh-6* hermaphrodite reproductive span is similar to wild type (WT) on different diets. (**A–B**) Progeny output time-courses are plotted as % total progeny for each time point. WT and *alh-6* mutant have similar output on OP50 (**A**) and HT115 (**B**). Significance indicate differences in progeny output at a particular time point done by multiple t-tests. *, p<0.05; *F*, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 1—figure supplement 3.**
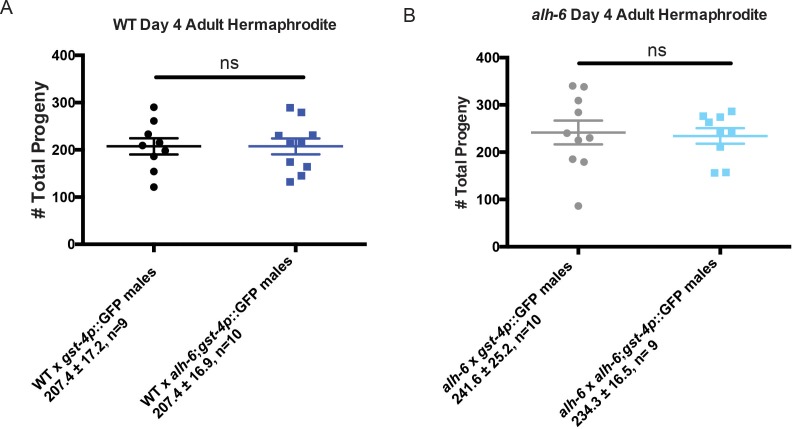
*alh-6* fertility defects are sperm-specific. (**A**) Day four adult WT hermaphrodites mated to either *gst-4p::gfp* or *alh-6;gst-4p::gfp* males yield similar total brood size. (**B**) Day four adult *alh-6* hermaphrodites mated to either *gst-4p::gfp* or *alh-6;gst-4p::gfp* males yield similar total brood size. Comparisons made with unpaired t-test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

We noted that *alh-6* mutant hermaphrodite animals laid twice as many unfertilized oocytes as wild type animals over their reproductive-span (Figure 1D), suggesting an impairment of sperm function (McCarter et al., 1999; Ward and Miwa, 1978; Argon and Ward, 1980). It is notable that *alh-6* mutant hermaphrodites lay very few, if any, dead eggs (Figure 1D), suggesting that the loss of ALH-6 activity is not lethal. To determine whether the reduced brood size of *alh-6* mutants are due to a general loss of germ cells or a specific defect in oocytes or sperm, we examined the mated-fertility of these animals by mating wild type young adult (day 0–1) males to either wildtype or *alh-6* mutant virgin hermaphrodites (in wild type *C. elegans*, male sperm outcompetes hermaphrodite sperm >99% of the time (Ward and Carrel, 1979; LaMunyon and Ward, 1995; Figure 1E). We found that the reduced fertility in *alh-6* mutant hermaphrodites is fully rescued by wild type sperm, which confirmed that oocyte quality is not impaired but rather, *alh-6* hermaphrodite sperm appears to be dysfunctional (Figure 1F).

To better assess the quality of *alh-6* mutant sperm, we compared the ability of *alh-6* mutant male sperm to compete against wild type hermaphrodite sperm (Singson et al., 1999). In *C. elegans* wild type animals, male sperm are larger and faster than hermaphrodite sperm, which affords a competitive advantage (LaMunyon and Ward, 1998). To differentiate between progeny resulting from mating and progeny that arise from hermaphrodite self-fertilization, we made use of male animals harboring a GFP transgene such that any cross-progeny will express GFP while progeny that arise from hermaphrodite self-sperm will not (Figure 1E). We found that wild type hermaphrodites when mated to *alh-6* mutant males have significantly more self-sperm-derived progeny as compared to those mated to wild type males (Figure 1G). This finding indicates a competition deficit of *alh-6* male sperm resulting in this increased proportion of progeny derived from hermaphrodite sperm, which is uncommon after mating has occurred (Ward and Carrel, 1979). *C. elegans* hermaphrodites produce a set amount of sperm exclusively at the L4 developmental stage, before switching exclusively to oogenesis. As such, hermaphrodites eventually deplete their reservoir of sperm (Hirsh et al., 1976; Ward and Carrel, 1979). To assess whether *alh-6* mutant sperm are generally dysfunctional, we mated older hermaphrodites that had depleted their complement of self-sperm and found that *alh-6* mutant males are able to produce equal numbers of progeny as wild type males when the need for competition with hermaphrodite sperm is abated (Figure 1—figure supplement 3A); thus, although *alh-6* mutant sperm are impaired for competition, they remain viable for reproduction. Similarly, older sperm-depleted *alh-6* mutant hermaphrodites produced similar brood sizes when mated to young wild type or *alh-6* mutant males, which further supports a model where sperm, but not oocytes, are defective in *alh-6* mutants (Figure 1—figure supplement 3B). Taken together, these data suggest that while *alh-6* mutant male sperm remain competent for fertilization, their competitive advantage is impaired when challenged against hermaphrodite sperm.

### Defects in mitochondrial proline catabolism impact sperm quality

Similar to mammals, the contribution of sperm to fertility in *C. elegans* is dictated by distinct functional qualities, which include: sperm number, size, and motility (Ward and Miwa, 1978; LaMunyon and Ward, 2002; LaMunyon and Ward, 1998; Singson et al., 1999). We next sought to define the nature of the sperm competition defect in *alh-6* mutants by measuring sperm number, size, and motility in *alh-6* mutants compared to wild type animals. One day after the onset of spermatogenesis (at the L4 larval stage of development), *alh-6* adult hermaphrodites have a reduced number of sperm in the spermatheca as compared to wild type (Figure 2—figure supplement 1A), which is correlated with the reduced self-fertility observed (Figure 1B–C). In contrast, age-matched *alh-6* mutant virgin males have similar numbers of spermatids as WT virgin males, suggesting that they have a similar rate of production (Figure 2A). We next examined sperm size in day one adult males and discovered that *alh-6* mutant spermatids are significantly smaller as compared to wild type (Figure 2B). To achieve motility, *C. elegans* spermatids must form a pseudopod which requires protease activation (Ward et al., 1983; Figure 2—figure supplement 1B). Sperm activation can be recapitulated in vitro by treatment of isolated spermatids with the *Streptomyces griseus* protease Pronase (Shakes and Ward, 1989). After 30 min of Pronase treatment, 80% of wildtype spermatids are fully activated, while a significantly reduced population of *alh-6* mutant spermatids mature over the same time period (Figure 2C). The reduction in activation, as measured by the presence of a fully extended pseudopod, in *alh-6* mutant spermatids is correlated with an increase in the number of cells observed at the normally transient intermediate stage of spermiogenesis characterized by the presence of ‘spikes’ (Figure 2—figure supplement 1B–C; Shakes and Ward, 1989). We observed a similar impairment in activation of *alh-6* mutant spermatids when treated with the cationic ionophore Monensin (Figure 2—figure supplement 1D–E), except that *alh-6* mutant spermatids were stalled at the ‘protrusion’ intermediate stage of spermiogenesis (Nelson and Ward, 1980). Future studies to reveal where and how mitochondrial proline catabolism integrates into specific stages of spermiogenesis will be of great interest (Shakes and Ward, 1989).

**Figure 2.**
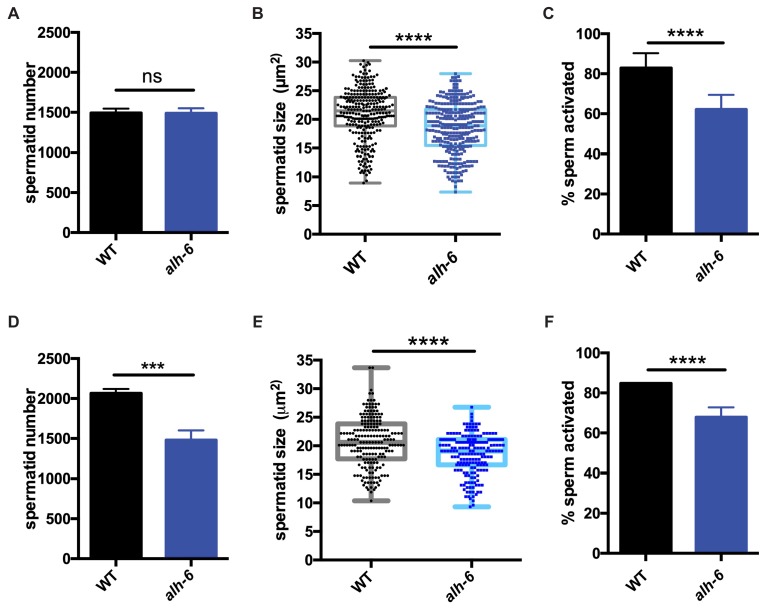
*alh-6* males have sperm defects on both OP50 and HT115 diets. (**A–C**) sperm phenotypes on OP50 diet. (**A**) Sperm quantity is similar between wild type (WT) and *alh-6* mutant day one adult males. (**B**) Spermatid size is reduced in *alh-6* mutant day one adult males as compared to age matched WT males. (**C**) Sperm activation is impaired in *alh-6* mutant day one adult males relative to age-matched WT males. (**D–F**) sperm phenotypes on HT115 diet. (**D**) Sperm quantity is reduced in *alh-6* mutant day one adult males compared to age-matched WT males. (**E**) Spermatid size is reduced in *alh-6* mutant day one adult males as compared to age matched WT males fed HT115. (**F**) Sperm activation is impaired in *alh-6* mutant day one adult males relative to age-matched WT males fed HT115. Statistical comparisons of sperm number and size by unpaired t-test and sperm activation by Fisher’s exact test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in at least biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 2—figure supplement 1.**
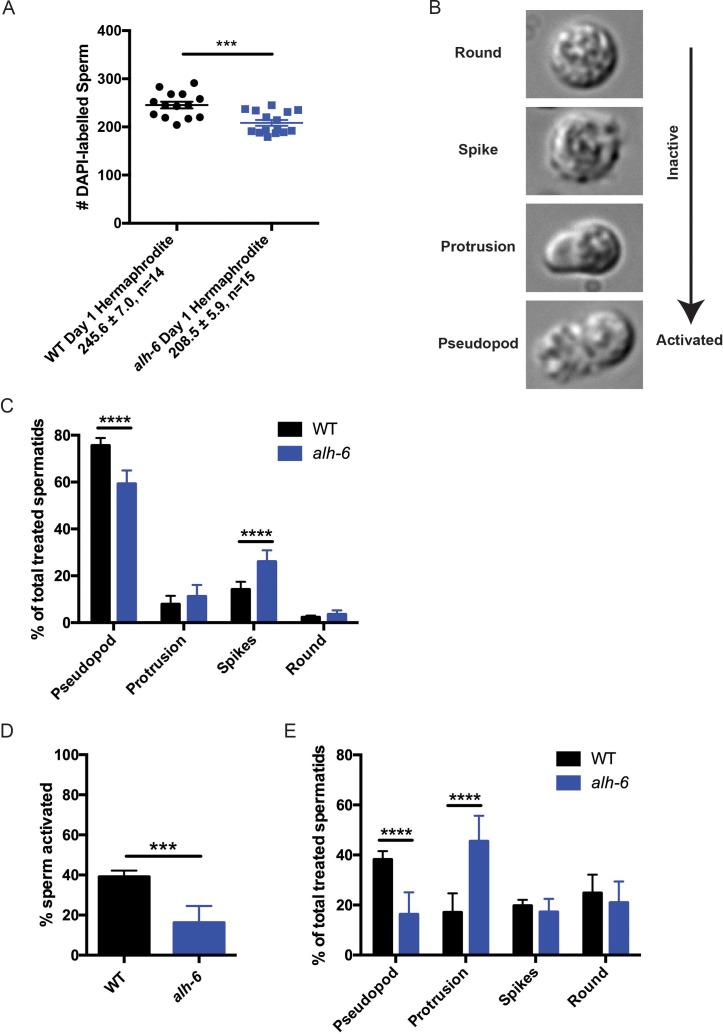
Activation defects of *alh-6* spermatids. (**A**) *alh-6* hermaphrodites have reduced sperm number as day one adults. (**B**) Spermiogenesis stages (round, spike, protrusion, pseudopod). Spermatozoa with fully formed pseudopods are considered activated in Pronase and Monensin experiments. (**C**) *alh-6* male spermatids treated with Pronase are stalled at the ‘spikes’ stage compared to WT male spermatids. (**D**) *alh-6* male spermatids treated with Monensin have reduced activation compared to WT male spermatids. (**E**) *alh-6* male spermatids treated with Monensin are stalled at the ‘protrusion stage’ compared to age-matched WT spermatids. Statistical comparisons of sperm number by unpaired t-test and sperm activation by Fisher’s exact test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in at least biological triplicate; refer to Supplementary file 1 for n for each comparison.

Interestingly, although sperm number was the same between WT and *alh-6* mutant males on the OP50 diet, sperm number was reduced in *alh-6* mutant males fed HT115 diet compared to age-matched WT males on the same diet (Figure 2D). We also noted that spermatids from *alh-6* mutant males raised on the HT115 diet were similarly defective in size and activation (Figure 2E–F). Taken together, although diet can influence sperm number, the reduction of sperm size and activation are likely contributors to the reduced fertility and competitive fitness in *alh-6* mutant males; which is independent of diet.

### Transcriptional signatures define temporal phenotypes of *alh-6* mutant animals

We first identified *alh-6* mutant in a screen for activators of the cytoprotective transcription factor SKN-1/NRF2 using *gst-4p::gfp* as a reporter (Pang and Curran, 2014; Pang et al., 2014). When activated, SKN-1 transcribes a variety of gene targets that collectively act to restore cellular homeostasis. However, this can come with an energetic cost with pleiotropic consequences (Blackwell et al., 2015; Paek et al., 2012; Glover-Cutter et al., 2013; An and Blackwell, 2003; Lynn et al., 2015; Palikaras et al., 2015; Pang et al., 2014; Pang and Curran, 2014). *alh-6* mutants have normal development, but display progeroid phenotypes towards the end of the normal reproductive span (Pang and Curran, 2014) indicating a temporal switch in phenotypic outcomes. We reasoned that the temporally controlled phenotypes in the *alh-6* mutants could be leveraged to identify potential mechanisms by which *alh-6* loss drives cellular dysfunction. As SKN-1 is activated in *alh-6* mutants after day 2 of adulthood (Pang and Curran, 2014), we defined genes that display differentially altered expression in the L4 developmental stage, when spermatogenesis occurs, as compared to day three adults (post SKN-1 activation). 

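RNA was sequenced from whole worms of WT (N2 Bristol) and of the *alh-6(lax105)* mutant, with 3 libraries for each of the 4 groups. Synchronized L1 larvae were dropped on plates with OP50 bacteria and collected 48 hr later as L4 stage animals or 120 hr later as day 3 adults. The authors deposited expression for each library as FPKM, which scales the reads of a gene to its length and to all reads counted on genes in that library. They also deposited a table for each stage with each group's mean read count after division by size factors, the log2 fold change and its p-values. The paper's text states that a company sequenced and analyzed the libraries, and does not name the aligner, the genome build or the test. Joining the FPKM with the mean read counts gave whole reads for 100% of the values, which recovered the depth. At L4, 19906810 to 21228133 reads were counted on genes in WT libraries (median 20904286) and 19248229 to 23575173 in *alh-6* libraries (median 20814044). In day 3 adults these were 20450798 to 22502295 in WT (median 21098413) and 19611354 to 20294269 in *alh-6* (median 20017604). Replicates of a group differed by more than counting noise, with a chi-square per degree of freedom from 3.76 to 21.99, and each library was treated as a replicate. From the FPKM, log2(FPKM + 0.1) was fitted with limma separately at each stage. The fit covered the genes with FPKM of at least 1 in at least 3 of the 6 libraries, 13851 genes at L4 and 10501 genes in day 3 adults. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Fold changes on this scale understate the change of genes with low FPKM. GO annotation was not used here, and gene families and fixed lists stood in for the GO terms. The paper's text does not say whether counting used strand or how reads that align more than once were treated. Values of overlapping genes and of near-identical copies, such as the MSP and vitellogenin families, are uncertain for that reason. *alh-6* itself (WBGene00000112) lies on the minus strand of chromosome II from 1306240 to 1310133 (WBcel235, annotation release 115). At L4 its expression was 69.7 ± 1.2 FPKM in WT (SD, n = 3; 68.4, 70.3 and 70.5 in replicates 1, 2 and 3). In the mutant it was 61.4 ± 1.11 FPKM (SD, n = 3; 60.9, 62.6 and 60.6). The log2 fold change was −0.185 (standard error 0.058), which did not pass the threshold (limma, adjusted p = 0.0637). Its expression in day 3 adults was 33.2 ± 1.14 FPKM in WT (SD, n = 3; 33.7, 33.9 and 31.85) and 33.6 ± 1.43 FPKM in the mutant (SD, n = 3; 34.8, 32 and 34). That log2 fold change of 0.02 (standard error 0.069) was smaller than the spread between replicates (limma, adjusted p = 0.885), and its sign changed without WT replicate 3 (−0.01) or *alh-6* replicate 1 (−0.006).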

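At L4, limma called 461 genes, of which 339 were higher and 122 lower in the *alh-6* mutant than in WT. The day 3 comparison gave 86 genes, 43 higher and 43 lower. The fold change threshold moved these counts most. Without it, 2124 genes passed at L4 (1134 higher and 990 lower) and 664 in day 3 adults (225 higher and 439 lower). Rescaling each library by its median ratio to the geometric mean library changed the direction split to 364 higher and 111 lower at L4, and to 50 higher and 20 lower in day 3 adults. The median log2 fold change of all genes tested was −0.035 at L4 and −0.08 in day 3 adults before that rescaling. The day 3 counts depended on single libraries. Without WT replicate 3, 46 genes were called (31 higher and 15 lower), and without *alh-6* replicate 3, 100 genes were called (25 higher and 75 lower). The number of lower genes also fell to 21 without WT replicate 1 and to 26 without WT replicate 2. Fits without 1 library at L4 called 319 to 474 genes. limma-voom on the recovered reads, an alternative chosen after the data were seen, called 488 genes at L4 and 101 in day 3 adults. The authors' deposited tables hold 485 genes at L4 and 94 in day 3 adults past 0.05 FDR and the 2-fold threshold, and 416 and 57 of these were also called from the FPKM.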

We performed RNA-Seq analyses of worms with loss of *alh-6* and identified 1935 genes in L4 stage animals and 456 genes in day three adult animals that are differentially expressed (+/- Log_2_ (fold change), 0.05 FDR) (Figure 3—figure supplement 1A–B). Notably, the gene expression changes at these two life periods had distinct transcriptional signatures (Figure 3A–B). 

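A difference between the stages was tested directly, with a genotype by stage term in a limma fit of all 12 libraries. Of 14497 genes, the effect of *alh-6* differed between L4 stage animals and day 3 adults for 422, with a more positive effect in day 3 adults for 140 and a more negative one for 282. Other settings that kept the fold change threshold gave 299 to 481 genes, and 1070 passed without it. Across the 9945 genes tested at both stages, the log2 fold changes at L4 and in day 3 adults had a Pearson correlation of 0.068. This correlation is across genes, which are not independent replicates. Few genes were called at both stages, and they are named here after their values were seen. Only *scb-1* was higher at both, against 0.18 genes expected if the calls at the stages were independent (Fisher exact test, p = 0.166, 0.221 adjusted over 4 overlap tests). *ZK742.4*, *acs-12* and *F36A4.5* were lower at both, 3 genes against 0.2 expected (Fisher exact test, p = 0.000943, adjusted p = 0.00189). No gene was lower at both stages without WT L4 replicate 3. Without WT L4 replicate 2, WT day 3 replicate 1 or WT day 3 replicate 2, 1 gene was lower at both. The 5 genes *noah-1*, *F15B9.8*, *Y65B4BL.1*, *nlp-34* and *wrt-10* were higher at L4 and lower in day 3 adults, against 0.13 expected (Fisher exact test, p = 1.38e-07, adjusted p = 5.52e-07). No such gene was called without WT day 3 replicate 1 or replicate 3, 1 was called without WT day 3 replicate 2, and 2 without *alh-6* day 3 replicate 2. The number also moved with the settings. With rescaling by the median ratio (Fisher exact test, adjusted p = 0.0847) or a pseudocount of 1 (Fisher exact test, adjusted p = 0.0732) it was 1 gene. In the fit of all 12 libraries it was 21 genes against 1.52 expected (Fisher exact test, adjusted p = 4.2e-18), and without the fold change threshold 22 against 24 expected. *F53B2.8* alone was lower at L4 and higher in day 3 adults, against 0.28 expected.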

Because the loss of *alh-6* drives compensatory changes in normal cellular metabolism, which later in life results in the activation of SKN-1, we expected to identify significant changes in both metabolic genes and SKN-1 target genes. Supporting this hypothesis, the Gene Ontology (GO) terms most enriched include oxidoreductases and metabolic enzymes in L4 stage animals (Figure 3A) and SKN-1-dependent targets such as glutathione metabolism pathway genes in day three adults (Figure 3B). 

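For oxidoreductases, 177 genes of the dehydrogenase, cytochrome P450, acyl-CoA oxidase, flavin monooxygenase and antioxidant enzyme families were taken as a set. At L4, 135 of them were tested, and 85 were higher and 50 lower in the *alh-6* mutant, with a median log2 fold change of 0.09. The set was higher than the other genes by camera with a preset inter-gene correlation of 0.01 (adjusted p = 0.00148 over 28 set tests). With limma, 31 members were higher and 12 lower without the fold change threshold, and 40 were higher and 17 lower when adjusted over the list alone. Of the 31, 4 rose at least 2-fold. Of the 20 sets that camera called, fry lost the sperm genes other than MSP, vitellogenins and muscle genes at L4 and the oxidoreductases in day 3 adults, and kept the rest. With an inter-gene correlation estimated from the data, camera called none of the 28. Of 52 genes of glutathione S-transferases and glutathione synthesis, 35 were tested in day 3 adults, with log2 fold changes from −1.05 to 4.13 and a median of 0.12 (camera, adjusted p = 6.58e-07). There were 8 higher members without the fold change threshold, and adjusted over the list alone 8 were higher and 3 lower. The 4 members called at 2-fold were all higher (Fisher exact test, p = 0.000181, 0.00272 adjusted over 30 sets). At L4 the median of this set was 0.25 (camera, adjusted p = 4.46e-06), and its effect was not shown to differ between the stages (camera on the genotype by stage term, adjusted p = 0.495). *gsto-2* (WBGene00015337, chromosome III from 8554772 to 8555744) changed most. It rose from 0.215 ± 0.196 FPKM in WT (SD, n = 3), or 4 reads per library, to 4.45 ± 0.44 FPKM in *alh-6* day 3 adults (SD, n = 3), or 83 reads. Its log2 fold change was 4.13 (standard error 0.53; limma, adjusted p = 0.00582), and the call was lost with a pseudocount of 0.01 (limma, adjusted p = 0.106). For SKN-1-dependent targets, a list of 8 genes had a median log2 fold change of 0.26 in day 3 adults (camera, adjusted p = 2.41e-07) and 0.29 at L4 (camera, adjusted p = 0.00631). Of the 8, 4 passed in day 3 adults and 3 at L4 without the fold change threshold, and 2 and 0 passed with it. The effect on the list was larger in day 3 adults by a median of 0.20 (camera on the genotype by stage term, adjusted p = 0.0179). That difference was lost without *alh-6* L4 replicate 2 or *alh-6* day 3 replicate 3. *sdz-8* (WBGene00008334, chromosome V from 11515086 to 11516191) rose from 1.37 ± 0.393 to 4.96 ± 0.937 FPKM in day 3 adults (SD, n = 3), a log2 fold change of 1.80 (standard error 0.223; limma, adjusted p = 0.00162). *skn-1* itself (WBGene00004804) was at 96.3 ± 1.37 FPKM in WT and 99.9 ± 1.76 FPKM in *alh-6* day 3 adults (SD, n = 3; limma, adjusted p = 0.521), with 41 exon bases shared with *csn-5* on the opposite strand.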

Importantly, our transcriptomic analysis recapitulated the temporally-dependent phenotypic outcomes resulting from *alh-6* loss; genes in the pseudopodium and germ plasm GO terms class displayed reduced expression in L4 *alh-6* mutant animals (Figure 3A), which include many genes in the major sperm protein (MSP) family that comprises 15% of total protein content in *C. elegans* sperm and impact sperm function (Klass and Hirsh, 1981). In contrast, genes in the muscle-specific GO term class displayed increased expression in day three adults (Figure 3B), which is when activation of the SKN-1 reporter is enhanced in the muscle of *alh-6* mutants (Pang et al., 2014). 

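Of 31 MSP genes, 29 were tested at L4, and 28 of these were lower in the *alh-6* mutant, with a median log2 fold change of −0.38 and a range from −0.53 to 0.31 (camera, adjusted p = 4.35e-14). None changed 2-fold, 24 were lower by limma without the fold change threshold, and 28 when adjusted over the list alone. Camera did not call the set in the fit of all 12 libraries, where its median was the same (adjusted p = 0.0834). Near-identical copies make the values of single MSP genes uncertain, so the reads of the family were also summed. The family took 0.346% ± 0.0107 of the reads on genes in WT L4 animals (SD, n = 3; 0.339% to 0.358%). In *alh-6* L4 animals it took 0.268% ± 0.018 (SD, n = 3; 0.25% to 0.286%). The libraries of the genotypes did not overlap, and an exact permutation test of 3 libraries against 3 cannot go below p = 0.10. In WT day 3 adults the summed FPKM of the family was 10.03 ± 5.71 (SD, n = 3), against 7682 ± 239 at L4, and only 1 member was tested. For germ plasm, a list of 39 genes that includes *pgl-1*, *glh-1*, *pie-1* and *mex-5* had a median log2 fold change of −0.23 at L4, and 36 of the 39 were lower (camera, adjusted p = 8.15e-09). No member changed 2-fold, 18 were lower without the fold change threshold and 20 when adjusted over the list alone. The summed FPKM of the list was 5650 ± 185 in WT and 4785 ± 163 in *alh-6* L4 animals (SD, n = 3). In day 3 adults the median was −0.07, with 30 of 37 lower, which fry called (adjusted p = 0.0147) and camera did not (adjusted p = 0.322). It was 0.006 after rescaling by the median ratio. The effect on the germ plasm list differed between the stages by a median of 0.17 (camera on the genotype by stage term, adjusted p = 6.95e-09).

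**Figure D1:**
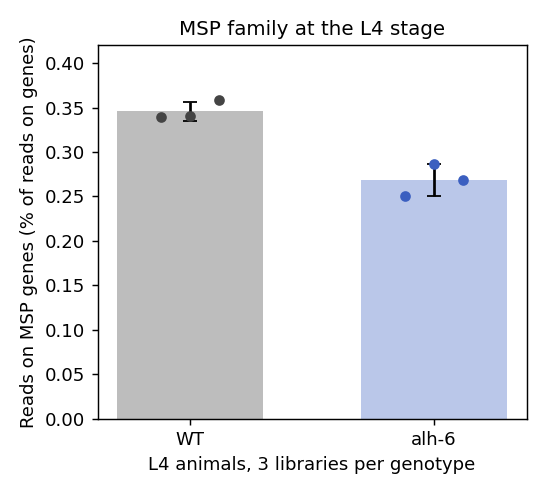
Percent of all reads counted on genes that fell on the MSP family in L4 stage animals, by genotype. Points are libraries, bars are means and error bars are SD (n = 3). The *alh-6* libraries lie between 0.25% and 0.286%, below the WT libraries at 0.339% to 0.358%.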

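For the muscle terms, a list of 50 genes of muscle structure and contraction was tested, of which 48 passed the filter in day 3 adults. Their median log2 fold change was 0.44, and 39 were higher in the *alh-6* mutant (camera, adjusted p = 7.37e-21). By limma 19 were higher without the fold change threshold, and 27 when adjusted over the list alone. The 4 genes called at 2-fold were all higher (Fisher exact test, p = 0.00062, 0.0062 adjusted over 30 sets). The summed FPKM of the list was 1997 ± 56 in WT and 2424 ± 101 in *alh-6* day 3 adults (SD, n = 3). At L4 it was 12590 ± 575 and 13170 ± 252 FPKM (SD, n = 3), with a median log2 fold change of 0.12 (camera, adjusted p = 0.000125; fry, adjusted p = 0.134). The effect was larger in day 3 adults than at L4 by a median of 0.23 (camera on the genotype by stage term, adjusted p = 4.34e-07). *unc-54* (WBGene00006789, chromosome I from 14855901 to 14863482), which encodes a muscle myosin heavy chain, changed most. It was at 21.1 ± 4.41 FPKM in WT and 50.6 ± 2.39 FPKM in the mutant in day 3 adults (SD, n = 3), a log2 fold change of 1.28 (standard error 0.141; limma, adjusted p = 0.00251). With each library left out in turn the log2 fold change stayed between 1.10 and 1.41. At L4 it was at 661 ± 69.8 and 669 ± 78 FPKM (SD, n = 3; limma, adjusted p = 0.937). The libraries were made from whole worms and do not separate muscle from other tissues.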

Taken together, the transcriptomic analysis of *alh-6* mutants is diagnostically relevant and informative for defining drivers of organism-level phenotypic changes in animals with altered proline catabolism.

**Figure 3.**
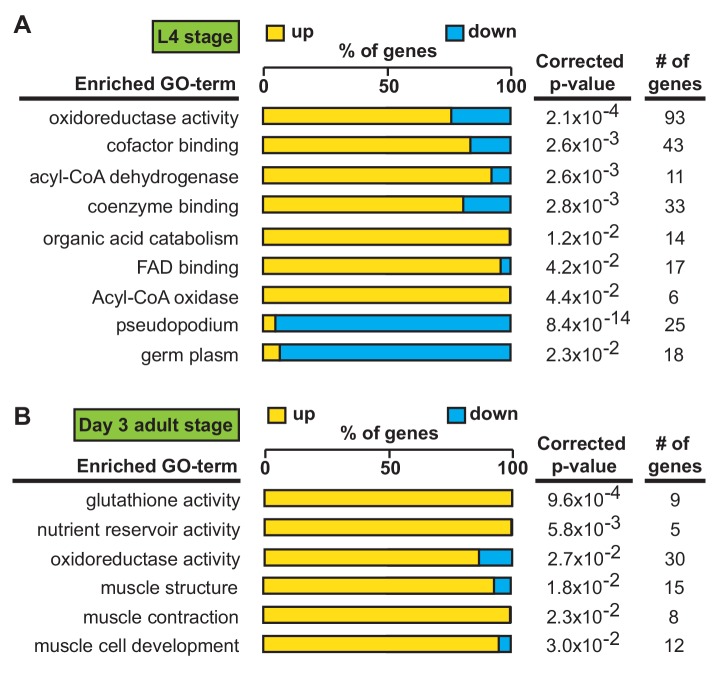
Transcriptional patterns define developmental- and adult-specific consequences to loss of *alh-6* activity. Gene Ontology (GO) term enrichment analysis of RNA-Seq data. (**A**) Transcriptional changes at L4 stage are enriched for metabolism and sperm-specific genes. (**B**) Transcriptional changes at day three adulthood are enriched for changes in glutathione activity, oxidoreductase activity, and muscle-specific genes. All studies performed in at least biological triplicate; refer to Supplementary file 1 for n for each comparison.

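Sperm genes other than MSP, such as the *spe*, *ssp* and *nspd* families, moved less than the MSP family at L4. Of 55 tested, 42 were lower in the *alh-6* mutant, with a median log2 fold change of −0.19 (camera, adjusted p = 0.000822; fry, adjusted p = 0.0958). Only 10 were lower without the fold change threshold, and the same number when adjusted over the list alone. In the fit of all 12 libraries camera gave an adjusted p of 0.275. The vitellogenin genes *vit-1* to *vit-6*, which stood in for nutrient reservoir activity, moved in opposite directions at the stages. At L4 all 6 were lower, with a median of −0.46 (camera, adjusted p = 0.00165; fry, adjusted p = 0.0756), and in day 3 adults all 6 were higher, with a median of 0.45 (camera, adjusted p = 7.27e-08). The difference between the stages had a median of 0.90 (camera on the genotype by stage term, adjusted p = 9.79e-08). Because some vitellogenin genes are near-identical copies, the 6 are not independent. Their summed FPKM in day 3 adults was 12530 ± 1550 in WT and 17830 ± 159 in the mutant (SD, n = 3). For oxidoreductase activity in day 3 adults, 125 genes of the set were tested, with 66 higher and 59 lower and a median log2 fold change of 0.01 (camera, adjusted p = 0.00069; fry, adjusted p = 0.323). The median was −0.008 without *alh-6* replicate 3. Without the fold change threshold, and also when adjusted over the list alone, 6 members were higher and 2 lower. *cyp-14A3* (WBGene00010707, chromosome X from 13271837 to 13274202) was the member called at 2-fold. It rose from 0.431 ± 0.033 to 1.56 ± 0.502 FPKM (SD, n = 3), or from 14 to 47 reads per library, a log2 fold change of 1.60 (standard error 0.303; limma, adjusted p = 0.014). This call was lost without WT replicate 3 (limma, adjusted p = 0.056) and with a pseudocount of 1, where the log2 fold change was 0.82. The gene shares 76 and 99 exon bases with *K09A11.8* and *K09A11.9*, noncoding RNAs on the opposite strand.

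**Figure D2:**
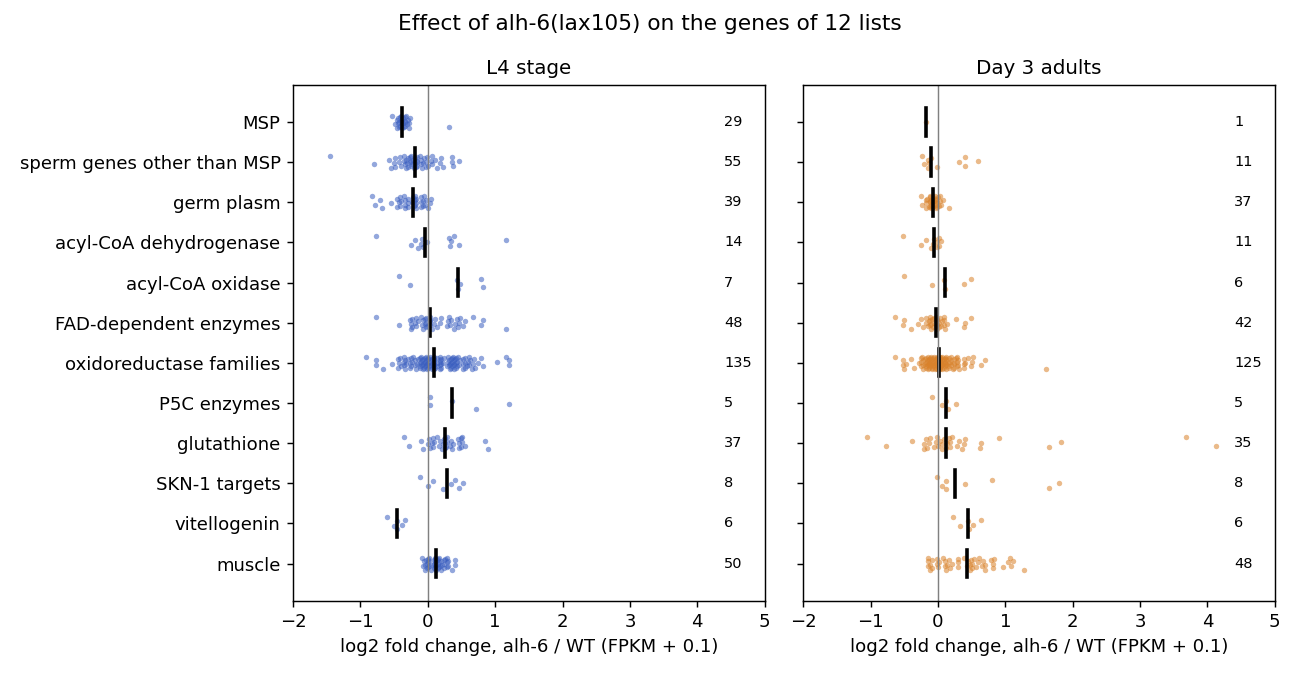
Log2 fold change, *alh-6* over WT on the log2(FPKM + 0.1) scale, of each tested gene of 12 gene sets at L4 (left) and in day 3 adults (right). Each point is a gene, black bars are set medians and the number at the right is the number of genes tested. The MSP, germ plasm and vitellogenin medians lie below 0 at L4, and the muscle and vitellogenin medians lie above 0 in day 3 adults.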

**Figure 3—figure supplement 1.**
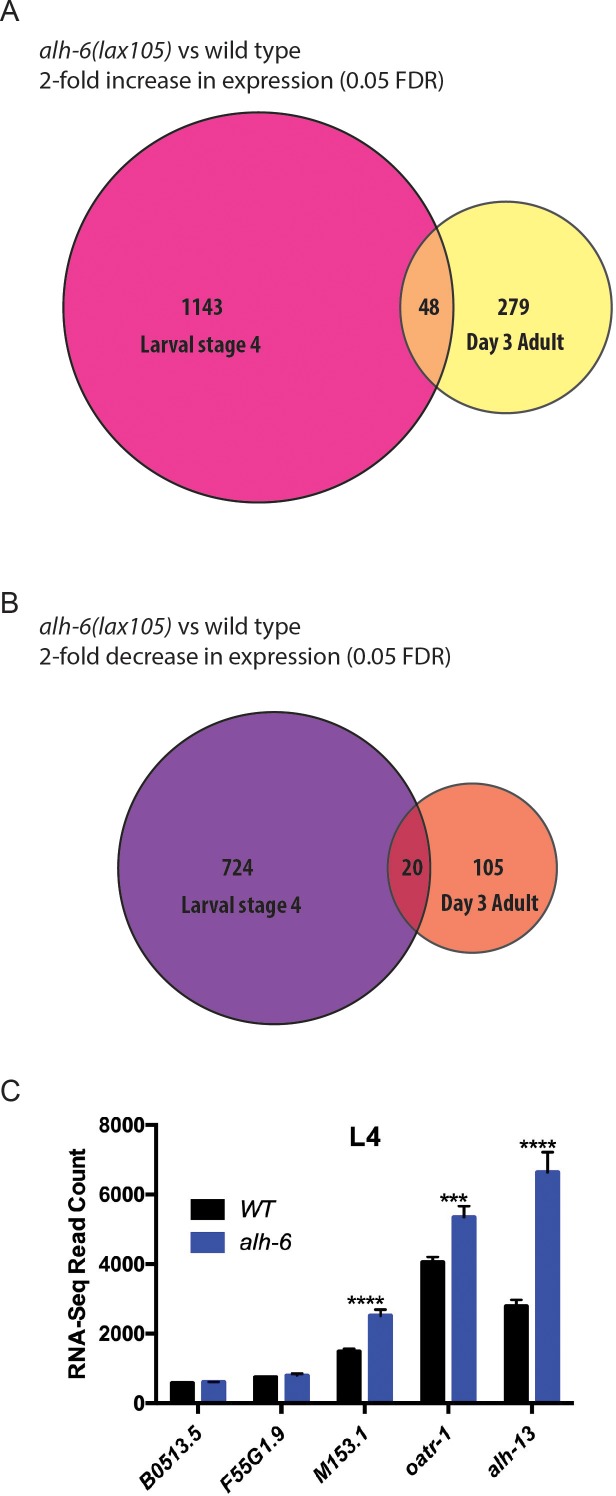
RNA-Sequencing data of WT and *alh-6* hermaphrodites at L4 and day three adulthood. (**A**) Number of genes that are significantly upregulated in *alh-6(lax105)* compared to WT at L4 and Day three adult stages. (**B**) Number of genes that are significantly downregulated in *alh-6(lax105)* compared to WT at L4 and Day three adult stages. FDR = 0.05. (**C**) *alh-6* mutants display increased expression of metabolic enzymes to reduce P5C levels. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

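The 3 largest rises and falls are given for each stage among called genes with a mean of at least 5 FPKM and no overlap between the libraries of the genotypes. At L4, *dpy-2* rose from 2.46 ± 0.205 to 11.1 ± 2.23 FPKM (SD, n = 3; log2 fold change 2.11, limma, adjusted p = 0.000185). *lpr-3* and its neighbor *lpr-6* on chromosome X, from 11057401 to 11061871, rose by 2.02 and 1.98 on the log2 scale, and *lpr-3* shares 110 exon bases with an antisense noncoding RNA. The largest falls were in *fbxc-58* (−1.77), *E03H4.8* (−1.46) and *ssp-37*, from the list of sperm genes other than MSP. *ssp-37* fell from 7.69 ± 1.82 to 2.70 ± 0.194 FPKM (SD, n = 3; log2 fold change −1.45, limma, adjusted p = 0.00147), with 72 reads per library in WT and 26 in the mutant. In WT day 3 adults *ssp-37* was still at 8.24 ± 2.25 FPKM (SD, n = 3), so it did not follow the MSP family between the stages. In day 3 adults, *C15B12.8* rose from 0.609 ± 0.134 to 12.2 ± 1.36 FPKM (SD, n = 3), a log2 fold change of 4.12 (limma, adjusted p = 1.05e-06). *F56D6.9* rose by 2.44 on the log2 scale (limma, adjusted p = 0.0321) and *dct-8* by 1.96. The call of *F56D6.9*, which shares 237 exon bases with *oac-21*, was lost without any 1 of the WT replicates or without *alh-6* replicate 2, where limma gave adjusted p values up to 0.144. The pseudogene WBGene00014955 fell by 1.81 on the log2 scale, from 23.8 ± 0.599 to 6.73 ± 0.779 FPKM (SD, n = 3). *nlp-34* had a log2 fold change of −2.135 (limma, adjusted p = 0.0377) and passed in only 1 of the 6 fits that left out a library, the fit without *alh-6* replicate 3. It did not pass after rescaling by the median ratio (limma, adjusted p = 0.053). The piRNA *21ur-3110* also met the rule, with a mean of 6 reads per WT library and 1 per *alh-6* library. Its call was lost without WT replicate 2, *alh-6* replicate 1 or *alh-6* replicate 2, and in limma-voom. The authors' deposited tables hold 48 genes that are higher and 20 that are lower at both stages at 0.05 FDR. From the FPKM without the fold change threshold these were 35 and 58 genes. If the calls were independent, 13.6 and 31.1 would be shared (Fisher exact test, p = 1.82e-07 and p = 3.23e-06, 7.28e-07 and 6.46e-06 adjusted over 4 overlap tests).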

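Of the 5 genes of this panel, *alh-13*, M153.1 (*pycr-1*) and *oatr-1* were higher in L4 *alh-6* animals by more than the spread between replicates. *alh-13* (WBGene00011938, chromosome X from 12782394 to 12787147) had a mean of 2790 reads in WT and 6636 in the mutant. Its expression was 52.4 ± 4.31 and 121.5 ± 9.41 FPKM (SD, n = 3), a log2 fold change of 1.21 (standard error 0.084; limma, adjusted p = 0.00017). M153.1 (WBGene00010924, chromosome X from 12146832 to 12148771) had 1493 and 2510 reads, or 66.2 ± 3.35 and 108.6 ± 6.67 FPKM (SD, n = 3). Its log2 fold change was 0.71 (standard error 0.07; limma, adjusted p = 0.000417). *oatr-1* (WBGene00015814, chromosome III from 6394236 to 6396182) had 4058 and 5340 reads, or 147.5 ± 4.5 and 189.3 ± 6.97 FPKM (SD, n = 3). Its log2 fold change was 0.36 (standard error 0.06; limma, adjusted p = 0.00486). Only *alh-13* passed 2-fold. B0513.5 (*prdh-1*, WBGene00007197, chromosome IV from 13868556 to 13876615) had 580 reads in WT and 607 in the mutant. Its log2 fold change was 0.04 (limma, adjusted p = 0.85), and it changed sign without WT replicate 2 (−0.029) or *alh-6* replicate 2 (−0.023). F55G1.9 (*pycr-4*, WBGene00018904, chromosome IV from 7476163 to 7477297), which shares 20 exon bases with *slc-25A18.2* on the opposite strand, had 751 and 791 reads. Its log2 fold change was also 0.04 (limma, adjusted p = 0.751).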

### FAD mediates sperm functionality and competitive fitness

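Enrichment among differentially expressed genes at L4 was tested for enzyme families that use NAD, FAD, heme, glutathione or similar cofactors, with all genes tested at L4 as background. Genes that were higher in the *alh-6* mutant without the fold change threshold were enriched among the oxidoreductase families (Fisher exact test, p = 1.04e-07, 7.8e-07 adjusted over 30 sets). The same held for the FAD-dependent enzymes (Fisher exact test, p = 1.91e-05, adjusted p = 8.19e-05) and for the acyl-CoA oxidases (Fisher exact test, p = 6.66e-05, adjusted p = 0.00025). Acyl-CoA dehydrogenases (Fisher exact test, p = 0.0039, adjusted p = 0.0117) and glutathione genes (Fisher exact test, p = 0.000584, adjusted p = 0.00195) were also enriched. These families overlap, since the acyl-CoA oxidases and dehydrogenases belong to the other 2 enzyme sets. Genes that were lower showed no enrichment in any of the 5 (Fisher exact test, lowest p = 0.11). With the 2-fold threshold none of the 5 was enriched (Fisher exact test, lowest p = 0.378), so that the enrichment rested on changes smaller than 2-fold.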

The strong enrichment of genes whose protein products utilize and/or bind cofactors or co-enzymes was intriguing as the maintenance of metabolic homeostasis and the redox state of the cell requires a sophisticated balance of multiple cofactors (Figure 4A). In fact, the proline catabolism pathway utilizes multiple cofactors to generate glutamate from proline; PRDH-1 uses FAD as a co-factor to convert proline to P5C while ALH-6 utilizes the reduction of NAD+ to convert P5C to glutamate. Additionally, in the absence of ALH-6, accumulation of P5C, the toxic metabolic intermediate of proline catabolism, drives the expression of pathways to detoxify P5C (oxidoreductases, P5C reductase, etc.) (Figure 3, Figure 3—figure supplement 1C). 

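The set of 5 genes of Figure 3—figure supplement 1C (*prdh-1*, *pycr-4*, *pycr-1*, *oatr-1* and *alh-13*) had a median log2 fold change of 0.36 at L4 (camera, adjusted p = 0.000977; fry, adjusted p = 0.00313). Their summed FPKM was 314.1 ± 10.3 in WT and 468.6 ± 23.7 in the *alh-6* mutant (SD, n = 3). The sums in day 3 adults were 163.6 ± 0.551 and 160 ± 3.48 FPKM (SD, n = 3), with a median log2 fold change of 0.12 (camera, adjusted p = 0.145). The effect differed between the stages by a median of −0.45 (camera on the genotype by stage term, adjusted p = 0.0179). For *alh-13* this difference was −1.09 (standard error 0.12; limma, adjusted p = 0.000347) and for *oatr-1* it was −0.45 (standard error 0.07; limma, adjusted p = 0.00211). For *pycr-1* it was −0.56 and did not pass (standard error 0.2; limma, adjusted p = 0.116). *gst-4* (WBGene00001752, chromosome IV from 10142225 to 10143099), an oxidative stress gene whose promoter drives the SKN-1 reporter, changed in the other order. At L4 it rose from 35.7 ± 2.43 to 49.2 ± 0.953 FPKM (SD, n = 3), a log2 fold change of 0.46 (standard error 0.071; limma, adjusted p = 0.00315). The rise in day 3 adults was from 29.8 ± 1.6 to 93.45 ± 6.41 FPKM (SD, n = 3), a log2 fold change of 1.645 (standard error 0.072; limma, adjusted p = 1.05e-06). The difference of 1.18 was past the threshold (standard error 0.1; limma, adjusted p = 7.04e-05). *gst-4* shares 65 exon bases with *dhs-12* on the same strand.

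**Figure D3:**
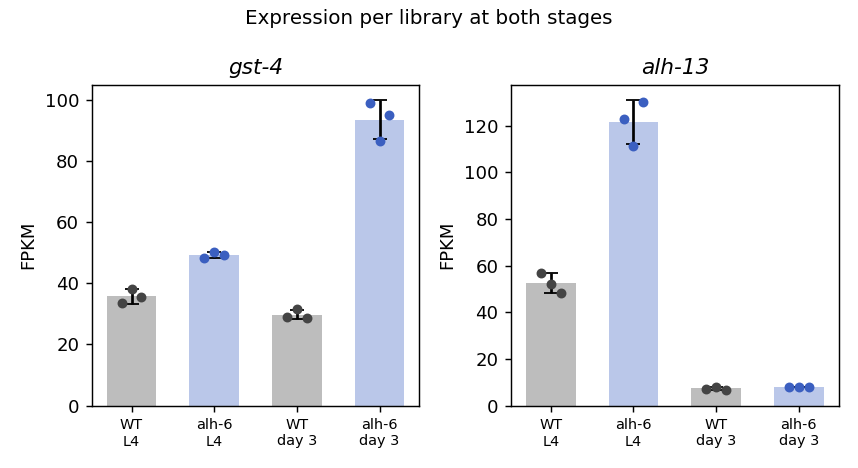
FPKM of *gst-4* (left) and *alh-13* (right) in WT and *alh-6* animals at L4 and in day 3 adults. Points are libraries, bars are means and error bars are SD (n = 3). *gst-4* differs most between genotypes in day 3 adults, at 29.8 and 93.45 FPKM, and *alh-13* at L4, at 52.4 and 121.5 FPKM.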

Although enzymes in the proline catabolism pathway utilize FAD as a cofactor, the transcriptional signature of the *alh-6* mutants includes the activation of multiple enzymes that utilize FAD, which drove the hypothesis that FAD levels might be altered in *alh-6* mutants. 

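Of 49 FAD-dependent enzymes (acyl-CoA dehydrogenases and oxidases, flavin monooxygenases, amine and amino acid oxidases and others), 48 were tested at L4. By limma 14 were higher and 3 lower in the *alh-6* mutant without the fold change threshold, and 15 were higher and 4 lower when adjusted over the list alone. Their median log2 fold change was 0.04, with 27 higher, 21 lower and a range from −0.77 to 1.17. Camera called the set higher (adjusted p = 0.0184), but not without *alh-6* replicate 1 (camera, adjusted p = 0.0742). Their summed FPKM was 4034 ± 209 in WT and 4495 ± 233 in the mutant (SD, n = 3). The largest change was in *acdh-6* (WBGene00015335, chromosome III from 8561136 to 8563026), the member called at 2-fold. It rose from 8.65 ± 1.64 to 19.5 ± 3.7 FPKM (SD, n = 3), a log2 fold change of 1.17 (standard error 0.169; limma, adjusted p = 0.00251). This call was lost in the fit of all 12 libraries (limma, adjusted p = 0.114), in which the WT day 3 libraries held 1 to 16 reads of the gene. Among these enzymes the 7 acyl-CoA oxidases had a median log2 fold change of 0.45 (camera, adjusted p = 0.0113), with 5 higher and 1 lower without the fold change threshold and 5 higher and 2 lower when adjusted over the list alone. The 14 acyl-CoA dehydrogenases were not called as a set (median −0.05; camera, adjusted p = 0.446). Without the fold change threshold 5 of them were higher and 1 lower, and 6 were higher and 2 lower when adjusted over the list alone. Their median was 0.033 without *alh-6* replicate 1. In day 3 adults the FAD-dependent enzymes had a median of −0.03 (camera, adjusted p = 0.568), which was 0.044 after rescaling by the median ratio. Their effect differed between the stages by a median of −0.13 (camera on the genotype by stage term, adjusted p = 0.00202), and that of the acyl-CoA oxidases by −0.33 (adjusted p = 0.012 by the same test). The paper reasons to FAD from the enrichment of genes whose products use or bind cofactors. It notes that proline catabolism itself uses FAD through PRDH-1, and that multiple other enzymes that use FAD are activated in the *alh-6* mutant. From these observations it proposes that FAD levels might be altered, which it then measured.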

We measured FAD and found a significant reduction in *alh-6* mutant animals fed the OP50 diet at the L4 stage (Figure 4B) and a similar reduction in animals fed HT115 bacteria at L4 stage (Figure 4C). Differences in FAD levels were unremarkable in day three adult animals, when spermatogenesis has long since ended (Figure 4—figure supplement 1A). Based on this finding, we predicted that restoration of FAD levels might alleviate the sperm-specific phenotypes of *alh-6* mutants. Riboflavin is a precursor of FAD (Figure 4D) and dietary supplementation of riboflavin has been shown to increase cellular FAD levels in wild-type animals (Burch et al., 1956; Redondo et al., 1975). Similarly, riboflavin supplementation to the OP50 diet of *alh-6* mutants restored FAD levels to wild-type levels (Figure 4E). We found that wild type hermaphrodites mated to *alh-6* mutant males fed a riboflavin supplemented diet produced significantly more total progeny than *alh-6* males fed the standard OP50 diet (Figure 4—figure supplement 1B). Moreover, riboflavin supplementation was sufficient to partially restore male sperm size (Figure 4F) and also rescued the impaired activation (Figure 4G) of male sperm in *alh-6* mutants. Riboflavin supplementation increases sperm size in WT males, but do not change sperm activation in WT males (Figure 4—figure supplement 1C–D).

**Figure 4.**
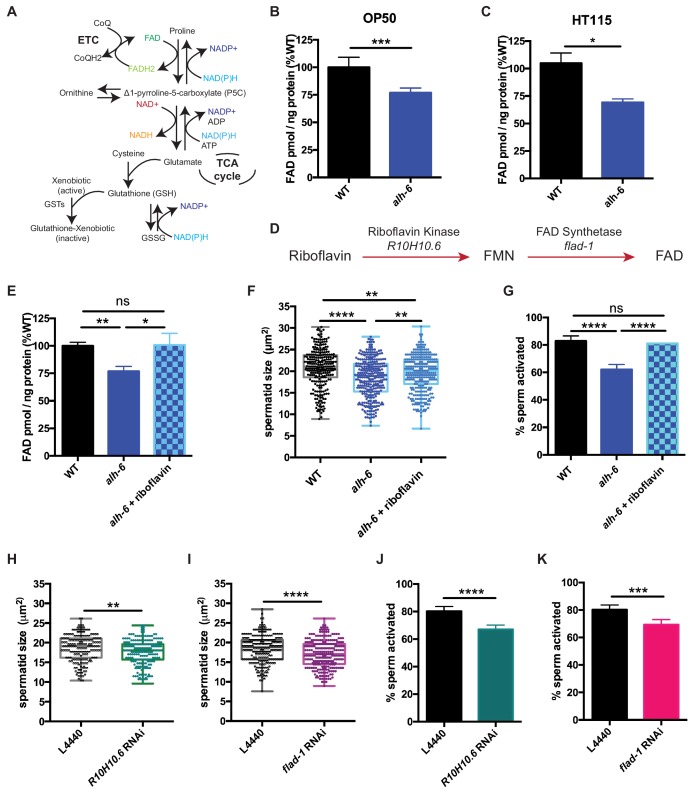
Loss of FAD homeostasis in *alh-6* mutants leads to sperm dysfunction. (**A**) Metabolic pathways utilize adenine dinucleotide cofactors to maintain redox balance in cells. (**B–C**) FAD+ levels are reduced in *alh-6* mutant animals fed OP50 (**B**) or HT115 (**C**) at the L4 developmental stage. (**D**) FAD biosynthetic pathway. (**E–G**) Dietary supplement of riboflavin restores FAD level (**E**), sperm size (**F**), and sperm activation (**G**) in *alh-6* mutants. (**H–I**) RNAi knockdown of *R10H10.*6 (**H**) or *flad-1* (**I**) in WT males reduces their sperm size compared to L4440 vector control. (**J–K**) RNAi knockdown of *R10H10.6* (**J**) or *flad-1* (**K**) in WT males impairs sperm activation upon Pronase treatment. Statistical comparisons of sperm size by ANOVA. Statistical comparisons of activation by fisher’s exact test with p-value cut-off adjusted by number of comparisons. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 4—figure supplement 1.**
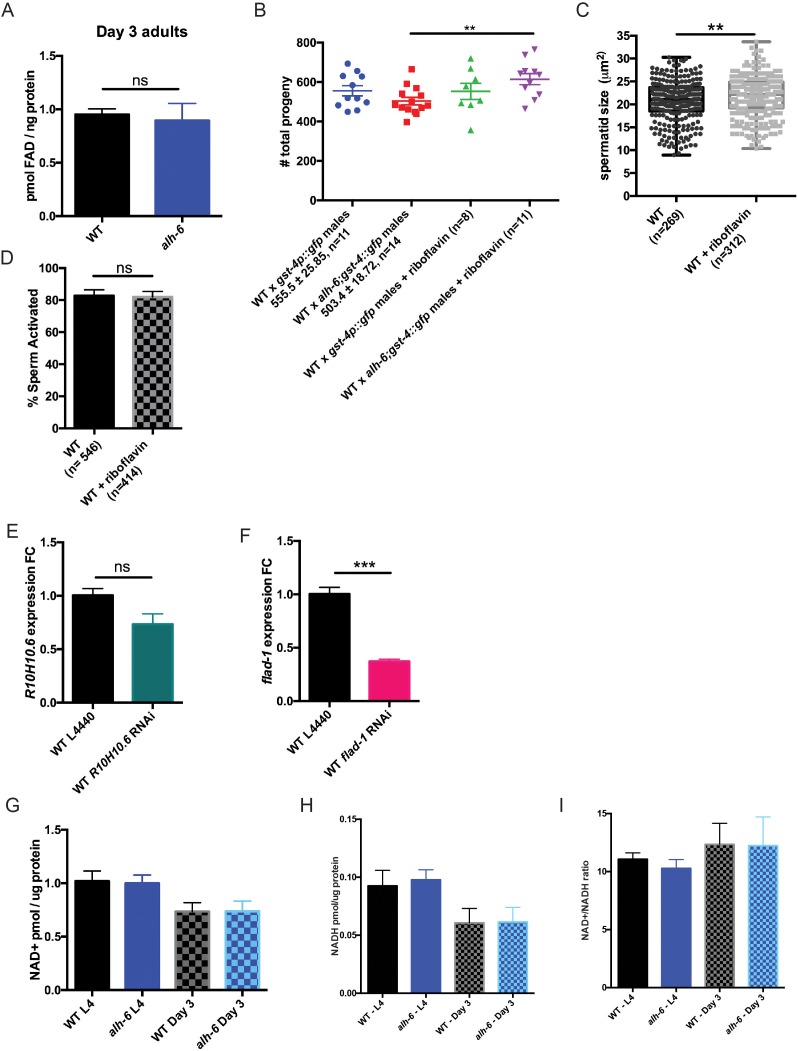
Adenine nucleotide cofactor homeostasis is disrupted in *alh-6* mutants. (**A**) FAD levels are unchanged between WT and *alh-6* mutant animals fed OP50 at day three adulthood. (**B**) WT hermaphrodites mated to *alh-6;gst-4p::gfp* males fed OP50 supplemented with 2.5 mM riboflavin results in increase in total brood size compared to WT hermaphrodites mated to non-supplemented *alh-6;gst-4p::gfp* males. (**C**) Dietary riboflavin supplement increased spermatid size of WT males. (**D**) WT males fed OP50 diet supplemented with riboflavin have similar % spermatid activated upon Pronase treatment as those without riboflavin supplement. (**E**) *R10H10.6 one* expression is modestly reduced by whole animal RNAi via RT-PCR verification. (**F**) *flad-1* expression is reduced by whole animal RNAi via RT-PCR verification. (**G**) NAD levels are unchanged between WT and *alh-6* animals at L4 and day three adulthood (**H**) NADH level is unchanged between aged matched WT and *alh-6* hermaphrodites at both L4 and Day three adulthood. (**I**) NAD+/NADH level is unchanged between aged matched WT and *alh-6* hermaphrodites at both L4 and Day three adulthood. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. Statistical comparisons done by unpaired t-test for all experiments except for sperm activation, which is done by Fischer’s exact test. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

We next asked whether FAD metabolism was required for proper sperm function. FAD can be synthesized de novo by a two-step enzymatic reaction where riboflavin is converted to FMN by Riboflavin Kinase/R10H10.6, which is subsequently converted to FAD by FAD Synthase/FLAD-1 (Figure 4D). We used RNA interference (RNAi) against *R10H10.6* or *flad-1* in wild-type male animals and measured sperm quality. Similar to *alh-6* mutant sperm, RNAi reduction of the FAD biosynthetic pathway decreased sperm size (Figure 4H and I, Figure 4—figure supplement 1E–F) and impaired sperm activation (Figure 4J and K, Figures Figure 4—figure supplement 1E–F).

NAD+ and NADH are also central adenine dinucleotide cofactors that play critical roles in metabolism and have received recent attention as a method to combat the decline seen in biological function with age (Guarente, 2016). As such, we also measured NAD and NADH levels, but found the ratio unremarkable between wild-type and *alh-6* mutant animals (Figure 4—figure supplement 1G–I). Taken together, these data suggest that loss of *alh-6* leads to a specific decrease in cellular FAD levels and that FAD is a critical cofactor that drives proper sperm function.

### Mitochondrial dynamics regulate spermatid function

Although there is a clear and documented role for mitophagy in the clearance of paternal mitochondria post-fertilization in *C. elegans*, the role(s) for mitochondrial dynamics and turnover in sperm function prior to zygote formation are unclear. We first examined mitochondrial dynamics in wild type spermatids by staining with the fluorescent mitochondrial-specific dye JC-1, and noted that each spermatid on average contained multiple discernable spherical mitochondria that are mostly not fused (Figure 5A, B and E). Previous studies in yeast and cultured mammalian cells have shown that when cells are exposed to mild stress, the initial response of mitochondria is to fuse in order to dilute damage (Tondera et al., 2009; Gomes et al., 2011; Rambold et al., 2011).

**Figure 5.**
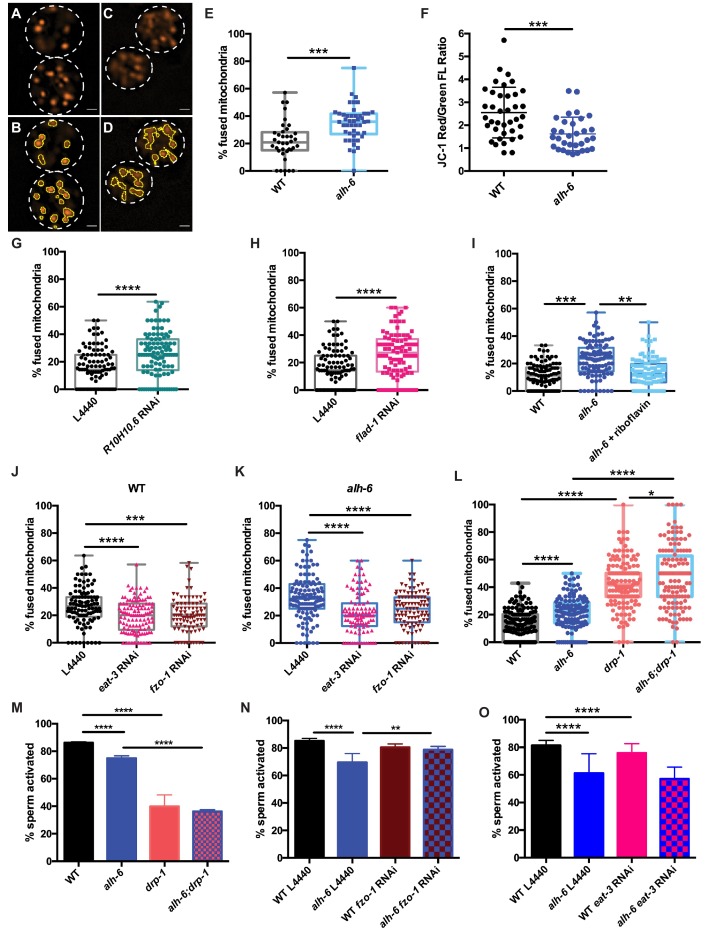
Mitochondrial dynamics drive sperm quality. (**A–E**) JC-1 dye stained mitochondria of WT (**A–B**), *alh-6* mutant (**C–D**); (**B and D**) are ImageJ detection of JC-1 stained sperm mitochondria area which are quantified in (**E**). (**F**) Mitochondria in *alh-6* mutant spermatids have reduced JC-1 red/green fluorescence ratio, indicating mitochondria depolarization. (**G–H**) RNAi knockdown of FAD biosynthetic pathway genes, *R10H10.6* (**G**) or *flad-*1 (**H**) increases mitochondrial fusion in WT spermatids. (**I**) Dietary supplement of FAD precursor riboflavin restores mitochondrial fusion in *alh-6* spermatids to WT level. (**J–K**) *eat-3* or *fzo-1* RNAi decreases mitochondrial fusion in both WT (**J**) and *alh-6* (**K**) mutant spermatids. (**L**) *drp-1* mutation increases mitochondrial fusion in both WT and *alh-6* spermatids. (**M**) *drp-1* mutation significantly impairs sperm activation in both WT and *alh-6* mutant spermatids. (**N**) *fzo-1* RNAi restores sperm activation in *alh-6* mutant. (**O**) *eat-3* RNAi reduces sperm activation in WT males but not *alh-6* males. Statistical comparisons of JC-1 Red/Green FL ratio by unpaired t-test. Statistical comparisons of mitochondria fusion by ANOVA. Statistical comparisons of sperm activation by Fisher’s exact test with p-value cut-off adjusted by number of comparisons. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in at least biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 5—figure supplement 1.**
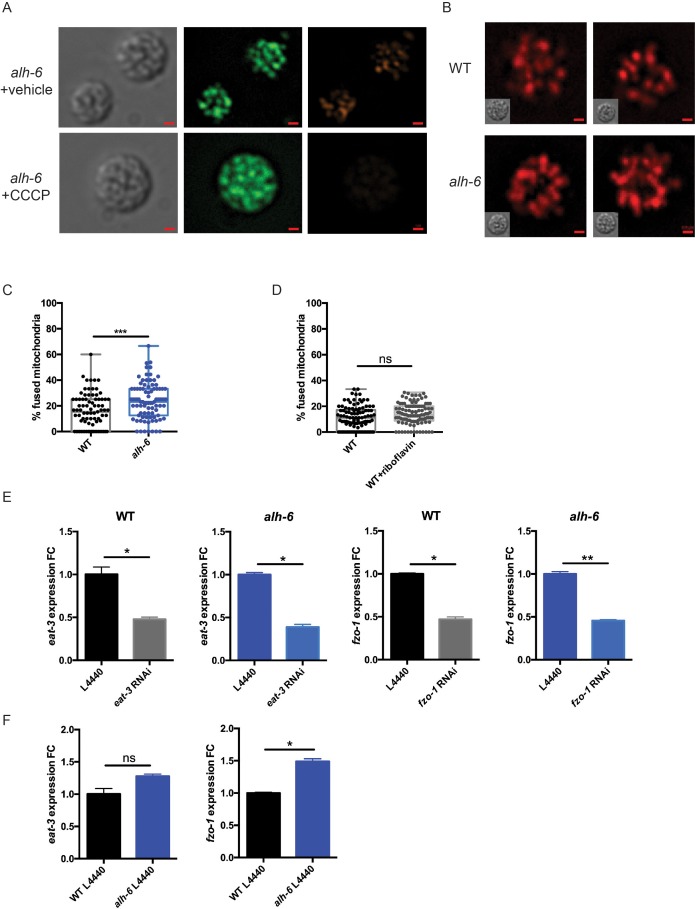
*fzo-1* is involved in mitochondrial dynamics aberration in *alh-6* spermatids. (**A**) JC-1 stained *alh-6* spermatid mitochondria show sensitivity to mitochondrial uncoupler CCCP treatment. Intensity of red mitochondria species (J-aggregates) are dissipated while that of green mitochondria species (monomers) are intensified, indicating membrane depolarization (Note that CCCP treatment is known to cause cellular swelling). Scale bar = 1 uM. (**B**) *alh-6* spermatid mitochondria stained with MitoTracker Red CMXRos show increased fusion compared to WT male spermatids. Scale bar = 0.5 uM. (**C**) Spermatids of *alh-6* males fed HT115 diet still display increased mitochondrial fusion compared to spermatids of age-matched WT males. (**D**) Riboflavin supplementation did not alter mitochondria fusion in spermatids of WT males. (**E**) *eat-3* and *fzo-1* RNAi knockdown in WT and *alh-6* mutants are verified using RT-PCR. (**F**) *fzo-1* expression is increased in *alh-6* mutants, while *eat-3* expression is not significantly increased. Statistical comparisons done by unpaired t-test. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

The mitochondrial specific dye JC-1 accumulates in mitochondria in a membrane potential-dependent manner, and as the concentration increases, its fluorescence switches from green to red emission. The accumulation of sufficient JC-1 molecules required for red emission is abolished by treatment with Carbonyl cyanide *m*-chlorophenyl hydrazone (CCCP), a chemical inhibitor of mitochondrial oxidative phosphorylation (Figure 5—figure supplement 1A). Therefore, a higher red-to-green fluorescence ratio in cells is indicative of healthier mitochondria species and as such, we characterized mitochondria with red JC-1 emission in our analyses of connectivity in spermatids. *alh-6* mutant spermatids have reduced red:green JC-1 fluorescence that indicates a lower mitochondrial membrane potential and an accumulation of unhealthy mitochondria (Figure 5F; Smiley et al., 1991). Moreover, *alh-6* mutant spermatids have mitochondria that were more interconnected (Figure 5C–E) as compared to wild type spermatids and a similar increase in connectivity was observed when mitochondria were visualized with the membrane potential-dependent mitochondrial dye Mitotracker Red CMXRos (Figure 5—figure supplement 1B). The increase in fused mitochondria in spermatids was also present in animals fed the HT115 diet, which further supports a diet-independent role for *alh-6* in the germline (Figure 5—figure supplement 1C).

A connection between mitochondrial dynamics (fusion and fission) and FAD homeostasis has not been previously described. To understand this, we perturbed FAD biosynthesis pathway and then examined mitochondrial connectivity in spermatids. We first reduced FAD biosynthesis with RNAi targeting *R10H10.6* or *flad-1*, which resulted in more connected mitochondria that resembles the increased fusion in *alh-6* mutant spermatids that are under metabolic stress (Figure 5G–H, Figure 4—figure supplement 1E–F). In addition, increasing FAD levels by dietary supplementation of riboflavin, restored mitochondria in spermatids of *alh-6* animals to more wild-type-like distributions (Figure 5I), but did not change mitochondrial morphology in WT male spermatids (Figure 5—figure supplement 1D). Thus, the reduction of FAD in *alh-6* mutants, alters mitochondrial dynamics to a more fused and less punctate state. Therefore, the homeostatic control of FAD level is critical to maintain proper mitochondrial dynamics in sperm.

The role of mitochondrial dynamics in the maturation of sperm has not been studied; however recent work has revealed that the mitochondrial fusion and fission machinery are important for the elimination of paternal mitochondria post-fertilization (Wang et al., 2016). FZO-1 is required for proper fusion of the mitochondrial outer membrane while EAT-3/OPA1 regulates inner membrane fusion. In opposition to the activities of FZO-1 and EAT-3, DRP-1 is required for mitochondrial fission (Smirnova et al., 2001; Lima et al., 2018). The balance of this fusion and fission machinery in the upkeep of mitochondrial homeostasis allows cells to respond to changes in metabolic needs and external stress (van der Bliek et al., 2017; Shaw and Nunnari, 2002). RNAi of *fzo-1* or *eat-3* reduced mitochondrial fusion in wild-type male sperm (Figure 5J and Figure 5—figure supplement 1E) and suppressed the enhanced fusion observed in *alh-6* mutant spermatid mitochondria (Figure 5K); indicating mitochondrial fusion of both membranes is active in spermatids with impaired proline catabolism. We next examined spermatids from *drp-1* mutant animals and observed a greater level of mitochondrial fusion as compared to wild type and *alh-6* mutant spermatids (Figure 5L). We also observed a synergistic level of mitochondrial fusion in spermatids derived from *alh-6; drp-1* double mutants. This finding is consistent with previous studies in yeast which reveal that defects in fusion can be compensated for by changes in the rates of fission and vice versa (Shaw and Nunnari, 2002; van der Bliek et al., 2017). In support of our model where mitochondrial dynamics act as a major driver of the sperm-specific defects in *alh-6* mutants, we discovered that loss of *drp-1*, which results in increased mitochondrial fusion (like that observed in *alh-6* mutants), also reduces sperm activation (Figure 5M). Moreover, reducing *fzo-1* or *eat-3* does not alter activation in wild type sperm, while *fzo-1* but not *eat-3* RNAi restores activation in *alh-6* sperm (Figure 5N–O and Figure 5—figure supplement 1E), suggesting increased fusion mediated predominantly by *fzo-1* in *alh-6* sperm mitochondria is impairing proper function. We noted that *alh-6* mutant animals have an increased expression of *fzo-1* transcripts that is suggestive of a retrograde signaling response from the mitochondria (Figure 5—figure supplement 1F). Taken together, these data support a model where loss of mitochondrial proline catabolism induces mitochondrial stress, activating mitochondrial fusion, in order to dilute damage to preserve functional mitochondria at the cost of sperm function. These data also reveal a functional role for mitochondrial fusion and fission in spermatid development and sperm function.

### *alh-6* and FAD are cell autonomous regulators of sperm function

Signaling between germ and somatic cells can alter function in each cell type (Ghazi et al., 2009; Curtis et al., 2006; Greenwald, 1989; Berman and Kenyon, 2006; Libina et al., 2003; Lin et al., 2001; Hsin and Kenyon, 1999). In light of the differences between somatic and germline phenotypes observed in *alh-6* mutant animals, we performed germline specific RNAi targeting *alh-6* to deduce whether the sperm defects observed were cell autonomous. Germline specific RNAi of *alh-6* in wild-type males was not sufficient to alter sperm size (Figure 6A), but did result in diminished sperm activation (Figure 6B,) and increased mitochondrial fusion in sperm (Figure 6C). Similarly, RNAi of *alh-6* only in the soma resulted in a minor reduction of spermatid size (Figure 6—figure supplement 1A), but did not phenocopy the impairment of sperm activation as observed in *alh-6* mutants (Figure 6—figure supplement 1B). Taken together, these findings suggest that somatic expression of *alh-6* can influence spermatid size while the influence of *alh-6* on spermatid activation is cell autonomous.

**Figure 6.**
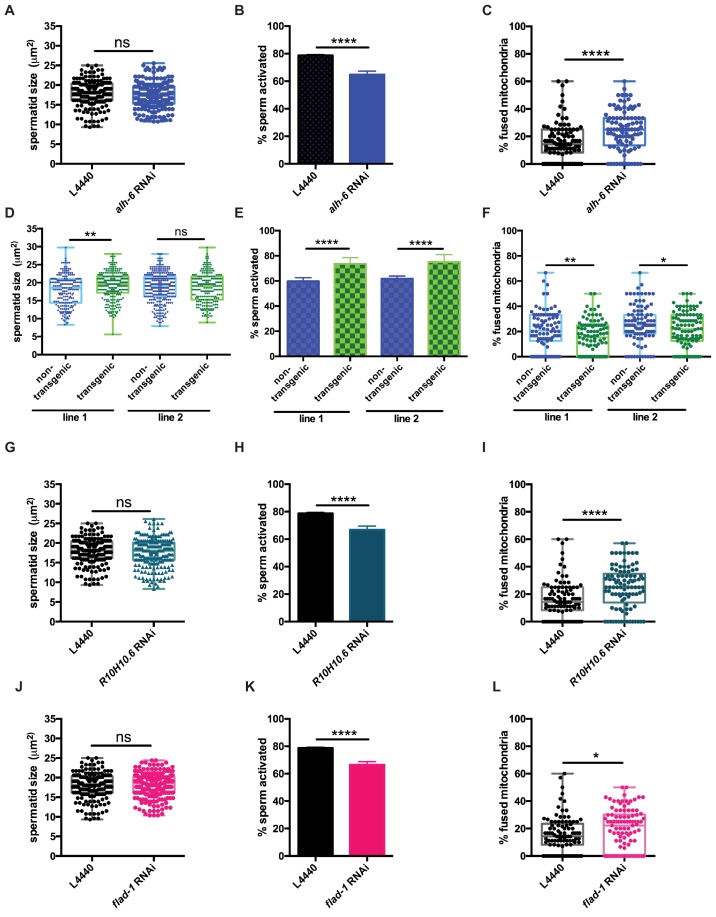
*alh-6* and FAD function cell autonomously in the germline to regulate sperm function. (**A–C**) Germline-specific RNAi of *alh-6* does not change sperm size (**A**), but does impair sperm activation (**B**) and increases mitochondrial fusion in sperm (**C**). (**D–F**) Germline-specific rescue of WT *alh-6* in *alh-6* mutant male animals increases sperm size (**D**) and restores activation (**E**) and mitochondrial dynamics (**F**). Statistical comparisons of sperm size and mitochondrial fusion in spermatids by unpaired t-test. Similarly, (**G–L**) germline-specific RNAi of *R10H10.6* and *flad-1* do not change sperm size (**G,J**), impair sperm activation (**H,K**), and increase mitochondrial fusion in sperm (**I,L**). Statistical comparisons of sperm activation by Fisher’s exact test with p-value cut-off adjusted by number of comparisons. *, p<0.05; **, p<0.01; ***, p<0.001; ****, p<0.0001. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

**Figure 6—figure supplement 1.**
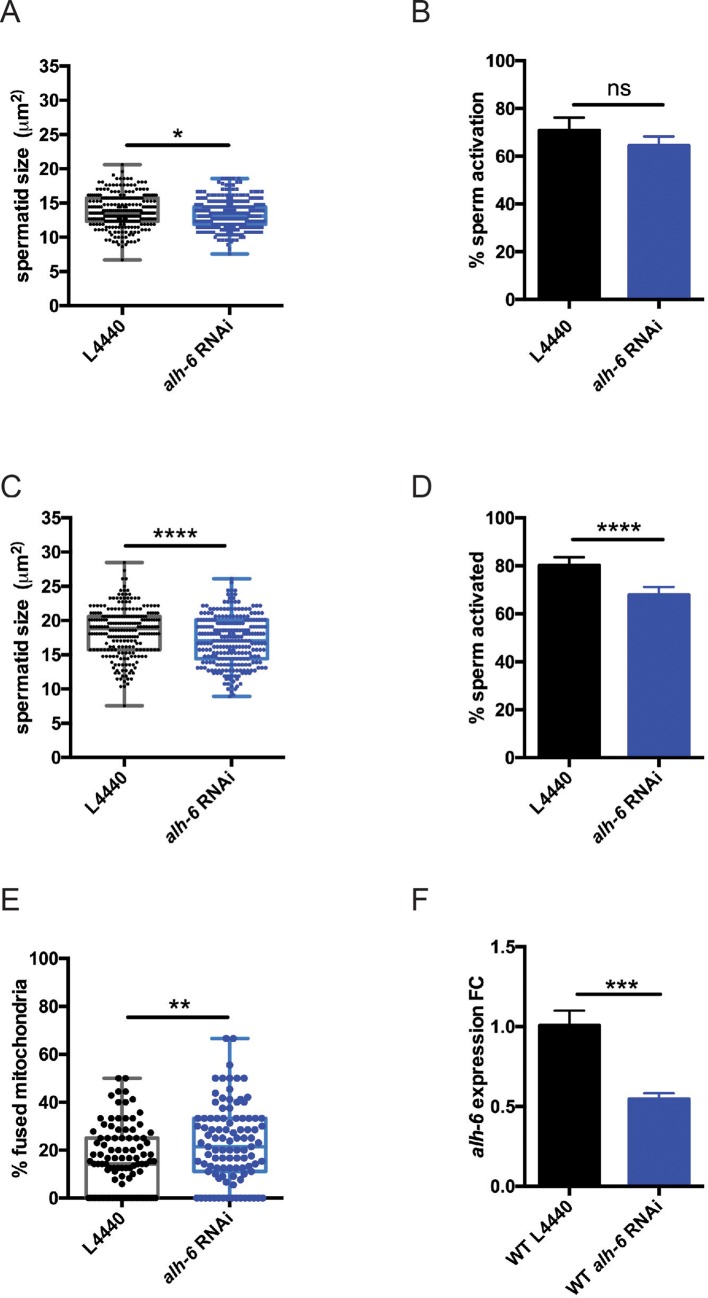
Germline expression of WT *alh-6* is sufficient to rescue sperm defect. (**A–B**) Soma-restricted RNAi of *alh-6* slightly reduces sperm size (**A**), but does not affect sperm activation (**B**). (**C–F**) Whole animal RNAi of *alh-6* reduces sperm size (**C**), impairs activation (**D**), and increases mitofusion in spermatids (**E**). (**F**) *alh-6* expression is reduced by whole animal RNAi as shown in RT-PCR verification. Statistical comparisons done by unpaired t-test for all experiments except for sperm activation, which is done by Fischer’s exact test. All studies performed in biological triplicate; refer to Supplementary file 1 for n for each comparison.

Next, we restored wild-type *alh-6* expression, only in the germline, in *alh-6* mutant animals, which restored sperm size in one of the two transgenic lines (Figure 6D), activation (Figure 6E) and mitochondrial dynamics (Figure 6F), as compared to non-transgenic siblings. We conclude that the effects of loss of *alh-6* on sperm function (activation and mitochondria) are cell autonomous because germline specific RNAi could phenocopy the sperm defects observed in whole animal loss of *alh-6*, while RNAi of *alh-6* only in the somatic tissues could not. In contrast, the effect of *alh-6* on sperm size is non-cell autonomous and requires somatic input (Figure 6—figure supplement 1C–F).

Since FAD functions in a variety of essential cellular processes, we next asked if proper sperm function required FAD homeostasis in germ cells. Similarly, we reduced *R10H10.6* or *flad-1* only in the germline, which phenocopies germline knockdown *of alh-6* on sperm size (Figure 6G,J), sperm activation (Figure 6H,K), and mitochondrial fusion in sperm (Figure 6I,L), as observed in whole animal RNAi of *flad-1* or *R10H10.6* (Figure 4J–K and Figure 5G–H).These results suggest that FAD functions similarly to *alh-6* in cell autonomously regulating sperm function (activation and mitochondrial dynamics), while affecting sperm size in a cell non-autonomous manner (Figure 4H–I). Taken together these data identify the importance of proline catabolism and FAD homeostasis in germ cells to maintain proper sperm function. In conclusion, our studies define mitochondrial proline catabolism as a critical metabolic pathway for male reproductive health.

## Discussion

Here we investigate the effects of disrupting mitochondrial proline catabolism through the loss of the mitochondrial enzyme gene *alh-6* and the resulting changes in FAD homeostasis, mitochondrial dynamics, and male fertility (Figure 7). We found that *alh-6* mutants show a reduction in brood size that is sexually dimorphic; defects in sperm function but not oocytes contribute to reduced hermaphrodite fertility. As societal factors continue to push individuals to wait longer to have children, the increase in paternal age is inversely correlated with proper sperm function and can give rise to fertility issues. Consequently, it is incumbent on future studies to elucidate how restoring and maintaining functional amino acid catabolism during aging in order to promote reproductive success.

**Figure 7.**
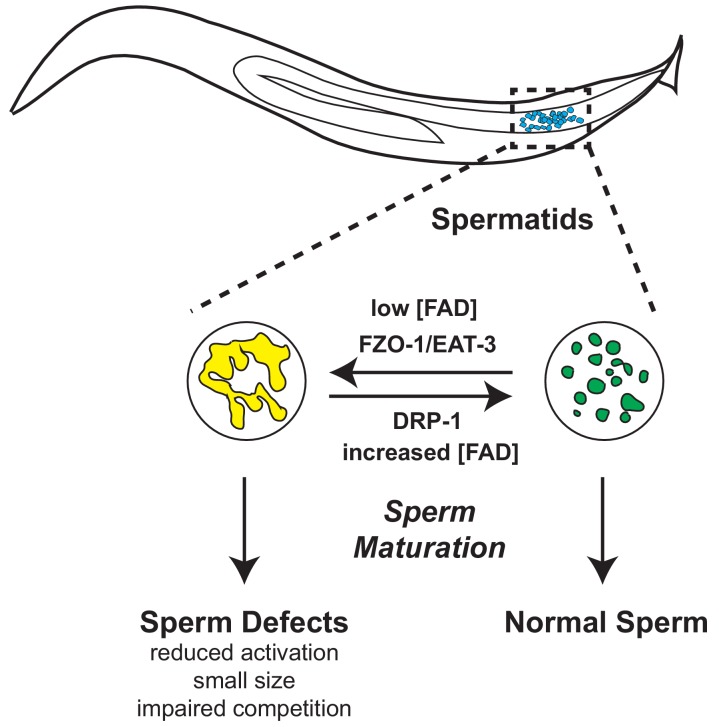
Model of *alh-6* and FAD mediated male reproductive senescence.

Although *C. elegans* is a well-established organism for studying aging and reproduction, with several studies describing hermaphrodite reproductive senescence, many questions regarding the basis of male reproductive decline remain unanswered. Decades of work have shown that exposure to pollution, toxins, xenobiotics, and other ROS-inducing compounds can prematurely drive the loss of sperm function across species (Agarwal et al., 2014; Wagner et al., 2018; Cocuzza et al., 2007), but the impact that normal cellular metabolism plays on sperm function and the identification of specific molecules that can mediate sperm quality are not well-defined. In this study we characterized a new role for mitochondrial proline catabolism and FAD homeostasis in the maintenance of proper sperm function. Perturbation of this pathway, through mutation of *alh-6/ALDH4A1*, causes metabolic stress. Consequently, this perturbation leads to reduction of cellular FAD level and increases mitochondrial fusion in spermatids, which results in impaired sperm function and premature reproductive senescence.

Mutation in proline dehydrogenase (*PRODH*) in humans results in hyperprolinemia type I (HPI), while mutation in delta-1-pyrroline-5-carboxylate dehydrogenase (*ALDH4A1/P5CDH*) results in hyperprolinemia type II (HPII). This study reveals that in *C. elegans*, proline catabolism impacts several functional qualities of male sperm. Loss of proline catabolism results in smaller sperm with impaired activation, two qualities that directly impact competitive advantage. As such, proline biosynthesis, catabolism, and steady state concentrations must be tightly regulated, and the importance of proline in cellular homeostasis may help explain the transcriptional responses measured in animals with dysfunctional *alh-6*. Our data support a cell autonomous role for proline catabolism in sperm. However, although whole animal RNAi of *alh-6* closely phenocopies the *alh-6* mutant including reduced spermatid size, germline specific RNAi of *alh-6* did not significantly reduce the size of spermatids; perhaps suggesting a partial role for ALH-6 in somatic tissues for spermatid development, which is in line with recent studies in *C. elegans* describing soma to germline signaling in sperm activation (Chavez et al., 2018). Intriguingly, the impact of loss of *alh-6* is mostly independent of diet source, unlike the somatic phenotypes which are diet-dependent (Pang and Curran, 2014). The exception is sperm number in *alh-6* mutant animals on the HT115 diet, which appears to be diet-dependent (Figure 2D). WT males have more spermatids when fed the HT115 diet, as compared to WT animals fed OP50 diet, while *alh-6* mutants have the same number of spermatids on both diets.

Our previous work defined the age-dependent decline in function of somatic tissues, particularly muscle in animals lacking functional ALH-6 (Pang and Curran, 2014; Pang et al., 2014), which does not manifest until day 3 of adulthood. Our current study reveals that although somatic phenotypes in *alh-6* mutants are observed post-developmentally, the germline, or more specifically spermatids, are sensitive to loss of *alh-6* much earlier in development (phenotypes assayed at L4 or Day 1 of adulthood). Reproductive senescence is a field of growing significance as the number of couples that choose to delay having children increases. Importantly, although *alh-6* mutant sperm are impaired for competition, they remain viable for reproduction. This is similar to recent study on *comp-1,* a mutation which results in context-dependent competition deficit in *C. elegans* sperm (Hansen et al., 2015).

Recent studies have focused on the role of NAD+ metabolism in cellular health, while the impact of FAD has received less attention. FAD levels are diminished in *alh-6* animals specifically at the L4 stage when spermatogenesis is occurring. Riboflavin (Vitamin B_2_) is a precursor to the FAD and FMN cofactors that are needed for metabolic reactions in order to maintain proper cellular function, like proline catabolism and mitochondrial oxidative phosphorylation. Despite its importance, humans, like *C. elegans*, lack a riboflavin biosynthetic pathway and therefore require riboflavin from exogenous sources (Powers, 2003). Insufficient intake can lead to impairment of flavin homeostasis, which is associated with cancer, cardiovascular diseases, anemia, neurological disorders, impaired fetal development, etc. (Powers, 2003). Our study suggests that riboflavin and FAD play critical roles in reproduction, specifically in germ cell development, as loss of FAD biosynthesis or loss of *alh-6* specifically in the germline recapitulates the sperm defects observed in whole animal knockdown or *alh-6* mutation. Importantly, these sperm-specific defects can be corrected by dietary supplementation of vitamin B_2_, which in light of the exceptional conservation of mitochondrial homeostatic pathways, suggest the nutraceutical role vitamin B_2_ could play in sperm health across species.

Our study also demonstrates that spermatids lacking *alh-6* have increased mitochondrial fusion; a perturbation at the mitochondrial organelle structure-level that contributes to the sperm-specific phenotypes observed. In addition to prior work showing *fzo-1/MFN1/MFN2* and *drp-1*/*DRP-1* to be important for mitochondrial elimination post-fertilization (Wang et al., 2016), our work reveals that mitochondrial fission and fusion machinery are present and active in spermatids and that perturbation of these dynamics can affect sperm maturation and competitive fitness. Future work to define how *alh-6* spermatids use mitophagy, which can clear damaged mitochondria, will be of interest. In conclusion, our work identifies proline metabolism as a major metabolic pathway that can impact sperm maturation and male reproductive success. Moreover, these studies identify specific interventions to reverse the redox imbalance, cofactor depletion, and altered mitochondria dynamics, all of which play a part in sperm dysfunction resulting from proline metabolism defects.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*C. elegans*)	N2	*Caenorhabditis* Genetics Center (CGG)		Laboratory reference strain (wild type)
Strain (*C. elegans*)	SPC321	PMID: 24440036		Genotype: *alh-6(lax105)*
Strain (*C. elegans*)	SPC326	PMID: 24440036		*alh-6p::alh-6::gfp*
Strain (*C. elegans*)	SPC447	This paper		Genotype: *alh-6(lax105);laxEx025(pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)*
Strain (*C. elegans*)	SPC455	This paper		Genotype: *alh-6(lax105);laxEx033*(*pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)*
Strain (*C. elegans*)	SPC473	This paper		Genotype: *alh-6(lax105);laxEx051*(*pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)*
Strain (*C. elegans*)	CL2166	*Caenorhabditis* Genetics Center (CGG)		Genotype: *gst4-p::gfp*
Strain (*C. elegans*)	SPC223	PMID: 24440036		Genotype: *alh-6(lax105);gst-4p::gfp*
Strain (*C. elegans*)	DCL569	*Caenorhabditis* Genetics Center (CGG)		Genotype: [*mkcSi13*(*sun-1p::rde-1::sun-1* 3'UTR + *unc-119*(+)) II; *rde-1(mkc36)* V
Strain (*C. elegans*)	CU6372	*Caenorhabditis* Genetics Center (CGG)		Genotype: *drp-1(tm1108)*
Strain (*C. elegans*)	GR1948	PMID: 24684932		Genotype: *mut-14(mg464);smut-1(tm1301)* V.
Chemical compound, drug	Riboflavin	Millipore Sigma	R9504	Concentration used: 2.5 mM
Commercial Assay or kit	FAD Colorimetric/Fluorometric Assay Kit	BioVision	K357	
Commercial Assay or kit	NAD/NADH Quantification Colorimetric Kit	BioVision	K337	
Chemical compound, drug	Pronase	Millipore Sigma	P8811	Concentration used: 200 ug/mL
Chemical compound, drug	eBioscience Monensin Solution (1000X)	Thermo Fisher Scientific	00-4505-51	Concentration used: 100 nM
Chemical compound, drug	MitoProbe JC-1 Assay Kit	Thermo Fisher Scientific	M34152	Concentration used: JC-1 15 uM, CCCP 50 uM
Chemical compound, drug	MitoTracker Red CMXRos	Thermo Fisher Scientific	M7512	Concentration used: 100 uM dried on plate
Software	GraphPad Prism	GraphPad Prism (https://graphpad.com)	RRID:SCR_015807	Version 6
Software	ImageJ	ImageJ (http://imagej.nih.gov/ij/)	RRID:SCR_003070	

### *C. elegans* strains and maintenance

*C. elegans* were cultured using standard techniques at 20°C. The following strains were used: wild type (WT) N2 Bristol, SPC321[*alh-6(lax105)*], SPC326[*alh-6p::alh-6::gfp*], SPC447[*alh-6(lax105);laxEx025*(*pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)*], SPC455[*alh-6(lax105);laxEx033*(*pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)*], SPC473[*alh-6(lax105);laxEx051*(*pie-1p::alh-6;myo-2p::rfp;myo-3p::rfp;rab-3p::rfp)]*], CL2166[*gst4-p::gfp*], SPC223[*alh-6(lax105);gst-4p::gfp*], DCL569[*mkcSi13*(*sun-1p::rde-1::sun-1* 3'UTR + *unc-119*(+)) II; *rde-1(mkc36)* V], CU6372[*drp-1(tm1108)*], and GR1948[*mut-14(mg464);smut-1(tm1301)* V]. Double and triple mutants were generated by standard genetic techniques. *E. coli* strains used were as follows: B Strain OP50 (Brenner, 1974) and HT115(DE3) [F^-^mcrA mcrB IN(rrnD-rrnE)one lambda^-^ rnc14::Tn10 λ(DE3)](Timmons et al., 2001). For dietary supplement assays, riboflavin was added to the NGM plate mix to final concentration 2.5 mM.

### RNAi-based experiments

RNAi experiments were done using HT115-based RNAi (Timmons et al., 2001), which yielded similar results as OP50 RNAi *E. coli* B strain as described in Dalton and Curran (2018). All strains were adapted to diets for at least three generations and strains were never allowed to starve. All RNAi clones were sequenced prior to use and RNAi knockdown efficiency measured. RNAi cultures were seeded on IPTG plates and allowed to induce overnight prior to dropping eggs on them for experiments.

### Microscopy

Zeiss Axio Imager and ZEN software were used to acquire all images used in this study. For GFP reporter strains, worms were mounted in M9 with 10 mM levamisole and imaged with DIC and GFP filters. For sperm number, assay samples were imaged with DIC and DAPI filters in z-stacks. For sperm size and activation assays, dissected sperm samples were imaged at 100x with DIC filter on two different focal planes for each field to ensure accuracy. For sperm mitochondria assays, dissected sperm samples were imaged at 100x with DIC, GFP, and RFP filters in z-stacks to assess overall mitochondria content within each spermatid.

### Fertility assay

Worms were treated with alkaline hypochlorite and eggs were allowed to hatch overnight. The next day, synchronized L1 larvae were dropped on NGM plates seeded with either OP50 or HT115. 48 hr later, at least ten L4 hermaphrodites for each genotype were singled onto individual plates and moved every 12 hr until egg laying ceased. Progeny were counted 48 hr after the singled hermaphrodite was moved to a different plate. Plates were counted twice for accuracy.

### Mated reproductive assay

Males were synchronized by egg laying, picked as L4 larvae for use as young adults for mating experiments. Singled L4 stage hermaphrodites were each put on a plate with 30 ul of OP50 seeded in the center together with three virgin adult males. 24 hr post-mating, males were removed, and each hermaphrodite was moved to a new plate every 24 hr until egg laying ceased. Progeny were counted 48 hr after the hermaphrodite was moved from the plate. For sperm competition assay, progeny with GFP fluorescence were counted from the cohort. Plates were counted twice for accuracy.

### Cofactor measurements

Worms were treated with alkaline hypochlorite and eggs were allowed to hatch overnight. The next day, synchronized L1s were dropped on NGM plates with or without supplement seeded with 25X concentrated OP50. FAD levels are measured following directions in FAD Colorimetric/Fluorometric Assay Kit (K357) from BioVision. NAD/NADH levels are measured following directions in NAD/NADH Quantification Colorimetric Kit (K337).

### Sperm number assay

Worms were treated with alkaline hypochlorite and eggs were allowed to hatch overnight. The next day, synchronized L1s were dropped on NGM plates with the indicated food source. At 48 hr (L4 developmental stage) males were isolated to new plates. 72 hr post-drop, day one adult virgin male animals were washed 3x with 1xPBST, fixed with 40% 2-propanol, and stained with DAPI for 2 hr. Samples were washed for 30 min with PBST, mounted with Vectashield mounting medium, and covered with coverslip to image. Spermatids in the seminal vesicle were counted through all planes in z-stack.

### Sperm size assay

Males were isolated at L4 stage 24 hr before assay. For each strain, five day one adult males were dissected in 35 μL pH 7.8 SM buffer (50 mM HEPES, 50 mM NaCl, 25 mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 10 mM dextrose) to release spermatids, which were immediately imaged.

### Sperm activation with pronase and monensin

Males were isolated at L4 stage 24 hr before assay. For each strain, five day one adult males were dissected in 35 μL pH 7.8 SM buffer (50 mM HEPES, 50 mM NaCl, 25 mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 1 mg/ml BSA) supplemented with either 200 μg/mL Pronase (Millipore Sigma) or 100 nM Monensin (Thermo Fisher Scientific 00-4505-51) to release spermatids. Another 25 ul of the same solution was added and the spermatids were incubated at RT for 30 min for activation to occur before imaging.

### Sperm mitochondria staining

Males were isolated at L4 stage 24 hr before assay. For each strain, five day one adult males were dissected in 35 μL pH 7.8 SM buffer (50 mM HEPES, 50 mM NaCl, 25 mM KCl, 5 mM CaCl_2_, 1 mM MgSO_4_, 1 mg/ml BSA) with JC-1(Thermo Fisher Scientific M34152) added to 15 μM final concentration. Another 25 ul of the same solution was added and the spermatids were incubated at RT for 10 min. The slide was washed three times with 100 ul SM buffer before imaging. For carbonyl cyanide *m*-chlorophenyl hydrazine (CCCP) uncoupler control in JC-1 staining experiment, 50 uM final concentration was used in staining solution. For staining with MitoTracker Red CMXRos (Thermo Fisher Scientific M7512), stock solution was diluted to 100 uM final concentration in M9 and 50 ul of this solution was applied on top of a spot of 50 uL 25X concentrated OP50 seeded on a NGM plate. Solution was allowed to dry on the plate before L4 virgin males were moved onto the food spot. Animals were allowed to stain overnight (18–24 hr) and dissected next day in SM buffer for spermatids to image.

### RNA-Sequencing

Worms were egg prepped and eggs were allowed to hatch overnight. The next day, synchronized L1s were dropped on NGM plates seeded with 25X concentrated OP50. 48 and 120 hr post drop, L4 animals and day three adult animals, respectively, were washed three times with M9 and frozen in TRI Reagent at −80°C. Animals were homogenized and RNA extraction was performed following the protocol in Zymo Direct-zol RNA Isolation Kit. RNA samples were sequenced and analyzed by Novogene.

### Statistical analysis

Data are presented as mean ± SEM. Comparisons and significance were analyzed in Graphpad Prism 7. Comparisons between two groups were done using Student’s Test. Comparisons between more than two groups were done using ANOVA. For sperm activation assays, Fisher’s Exact Test was used and p-values are adjusted for multiple comparisons. *p<0.05 **p<0.01 ***p<0.001 ****<0.0001.

## Data Availability

All relevant data has been provided. RNA-Seq data are deposited in GEO database (GSE121920). The following dataset was generated: YenC-ACurranSP2020Loss of mitochondrial proline catabolism depletes FAD, impairing sperm function, and male reproductive advantageNCBI Gene Expression OmnibusGSE121920

## References

[bib1] Adams E, Frank L (1980). Metabolism of proline and the hydroxyprolines. Annual Review of Biochemistry.

[bib2] Agarwal A, Virk G, Ong C, du Plessis SS (2014). Effect of oxidative stress on male reproduction. The World Journal of Men's Health.

[bib3] Amaral A, Lourenço B, Marques M, Ramalho-Santos J (2013). Mitochondria functionality and sperm quality. Reproduction.

[bib4] An JH, Blackwell TK (2003). SKN-1 *links C. elegans* mesendodermal specification to a conserved oxidative stress response. Genes & Development.

[bib5] Argon Y, Ward S (1980). *Caenorhabditis elegans* fertilization-defective mutants with abnormal sperm. Genetics.

[bib6] Baird DT, Collins J, Egozcue J, Evers LH, Gianaroli L, Leridon H, Sunde A, Templeton A, Van Steirteghem A, Cohen J, Crosignani PG, Devroey P, Diedrich K, Fauser BC, Fraser L, Glasier A, Liebaers I, Mautone G, Penney G, Tarlatzis B, ESHRE Capri Workshop Group (2005). Fertility and ageing. Human Reproduction Update.

[bib7] Barile M, Giancaspero TA, Brizio C, Panebianco C, Indiveri C, Galluccio M, Vergani L, Eberini I, Gianazza E (2013). Biosynthesis of Flavin cofactors in man: implications in health and disease. Current Pharmaceutical Design.

[bib8] Berman JR, Kenyon C (2006). Germ-cell loss *extends C. elegans* life span through regulation of DAF-16 by kri-1 and lipophilic-hormone signaling. Cell.

[bib9] Blackwell TK, Steinbaugh MJ, Hourihan JM, Ewald CY, Isik M (2015). SKN-1/Nrf, stress responses, and aging in *Caenorhabditis elegans*. Free Radical Biology and Medicine.

[bib10] Braeckman BP (2009). Intermediary metabolism. WormBook.

[bib11] Brenner S (1974). The genetics of*Caenorhabditis elegans*. Genetics.

[bib12] Burch HB, Combs AM, Lowry OH, Padilla AM (1956). "Effects of riboflavin deficiency and realimentation on flavin enzymes of tissues.". The Journal of Biological Chemistry.

[bib13] Chavez DR, Snow AK, Smith JR, Stanfield GM (2018). Soma-germ line interactions and a role for muscle in the regulation of *C. elegans* sperm motility. Development.

[bib14] Cocuzza M, Sikka SC, Athayde KS, Agarwal A (2007). Clinical relevance of oxidative stress and sperm chromatin damage in male infertility: an evidence based analysis. International Braz J Urol.

[bib15] Cocuzza M, Athayde KS, Agarwal A, Sharma R, Pagani R, Lucon AM, Srougi M, Hallak J (2008). Age-related increase of reactive oxygen species in neat semen in healthy fertile men. Urology.

[bib16] Curtis R, O'Connor G, DiStefano PS (2006). Aging networks in *Caenorhabditis elegans*: amp-activated protein kinase (aak-2) links multiple aging and metabolism pathways. Aging Cell.

[bib17] Dalton HM, Curran SP (2018). Hypodermal responses to protein synthesis inhibition induce systemic developmental arrest and AMPK-dependent survival in *Caenorhabditis elegans*. PLOS Genetics.

[bib18] de Lamirande E, Gagnon C (1993). A positive role for the superoxide anion in triggering hyperactivation and capacitation of human spermatozoa. International Journal of Andrology.

[bib19] Deuschle K, Funck D, Forlani G, Stransky H, Biehl A, Leister D, van der Graaff E, Kunze R, Frommer WB (2004). The role of [Delta]1-pyrroline-5-carboxylate dehydrogenase in proline degradation. The Plant Cell.

[bib20] Ghazi A, Henis-Korenblit S, Kenyon C (2009). A transcription elongation factor that links signals from the reproductive system to lifespan extension in *Caenorhabditis elegans*. PLOS Genetics.

[bib21] Glover-Cutter KM, Lin S, Blackwell TK (2013). Integration of the unfolded protein and oxidative stress responses through SKN-1/Nrf. PLOS Genetics.

[bib22] Gomes LC, Di Benedetto G, Scorrano L (2011). Essential amino acids and glutamine regulate induction of mitochondrial elongation during autophagy. Cell Cycle.

[bib23] Grad LI, Lemire BD (2004). Mitochondrial complex I mutations *in Caenorhabditis elegans* produce cytochrome c oxidase deficiency, oxidative stress and vitamin-responsive lactic acidosis. Human Molecular Genetics.

[bib24] Greenwald I (1989). Cell-cell interactions that specify certain cell fates *in C. elegans* development. Trends in Genetics.

[bib25] Guarente L (2016). CELL METABOLISM the resurgence of NAD⁺. Science.

[bib26] Hansen JM, Chavez DR, Stanfield GM (2015). COMP-1 promotes competitive advantage of nematode sperm. eLife.

[bib27] Hirsh D, Oppenheim D, Klass M (1976). Development of the reproductive system of *Caenorhabditis elegans*. Developmental Biology.

[bib28] Hsin H, Kenyon C (1999). Signals from the reproductive system regulate the lifespan of *C. elegans*. Nature.

[bib29] Jonassen T, Marbois BN, Faull KF, Clarke CF, Larsen PL (2002). Development and fertility *in Caenorhabditis elegans* clk-1 mutants depend upon transport of dietary coenzyme Q8 to mitochondria. The Journal of Biological Chemistry.

[bib30] Kadandale P, Singson A (2004). Oocyte production and sperm utilization patterns in semi-fertile strains of *Caenorhabditis elegans*. BMC Developmental Biology.

[bib31] Kidd SA, Eskenazi B, Wyrobek AJ (2001). Effects of male age on semen quality and fertility: a review of the literature. Fertility and Sterility.

[bib32] Klass MR, Hirsh D (1981). Sperm isolation and biochemical analysis of the major sperm protein from *Caenorhabditis elegans*. Developmental Biology.

[bib33] Kodama H, Kuribayashi Y, Gagnon C (1996). Effect of sperm lipid peroxidation on fertilization. Journal of Andrology.

[bib34] LaMunyon CW, Ward S (1995). Sperm precedence in a hermaphroditic nematode (*Caenorhabditis elegans*) is due to competitive superiority of male sperm. Experientia.

[bib35] LaMunyon CW, Ward S (1998). Larger sperm outcompete smaller sperm in the nematode *Caenorhabditis elegans*. Proceedings of the Royal Society of London. Series B: Biological Sciences.

[bib36] LaMunyon CW, Ward S (2002). Evolution of larger sperm in response to experimentally increased sperm competition in *Caenorhabditis elegans*. Proceedings of the Royal Society of London. Series B: Biological Sciences.

[bib37] Leclerc P, de Lamirande E, Gagnon C (1997). Regulation of protein-tyrosine phosphorylation and human sperm capacitation by reactive oxygen derivatives. Free Radical Biology and Medicine.

[bib38] Lemaître JF, Gaillard JM (2017). Reproductive senescence: new perspectives in the wild. Biological Reviews.

[bib39] Liau WS, Gonzalez-Serricchio AS, Deshommes C, Chin K, LaMunyon CW (2007). A persistent mitochondrial deletion reduces fitness and sperm performance in Heteroplasmic populations of *C. elegans*. BMC Genetics.

[bib40] Libina N, Berman JR, Kenyon C (2003). Tissue-specific activities *of C. elegans* DAF-16 in the regulation of lifespan. Cell.

[bib41] Lima AR, Santos L, Correia M, Soares P, Sobrinho-Simões M, Melo M, Máximo V (2018). Dynamin-Related protein 1 at the crossroads of Cancer. Genes.

[bib42] Lin K, Hsin H, Libina N, Kenyon C (2001). Regulation of *the Caenorhabditis elegans* longevity protein DAF-16 by insulin/IGF-1 and germline signaling. Nature Genetics.

[bib43] Luo S, Kleemann GA, Ashraf JM, Shaw WM, Murphy CT (2010). TGF-β and insulin signaling regulate reproductive aging via oocyte and germline quality maintenance. Cell.

[bib44] Lynn DA, Dalton HM, Sowa JN, Wang MC, Soukas AA, Curran SP (2015). Omega-3 and -6 fatty acids allocate somatic and germline lipids to ensure fitness during nutrient and oxidative stress in *Caenorhabditis elegans*. PNAS.

[bib45] McCarter J, Bartlett B, Dang T, Schedl T (1999). On the control of oocyte meiotic maturation and ovulation in *Caenorhabditis elegans*. Developmental Biology.

[bib46] Miller G, Honig A, Stein H, Suzuki N, Mittler R, Zilberstein A (2009). Unraveling delta1-pyrroline-5-carboxylate-proline cycle in plants by uncoupled expression of proline oxidation enzymes. The Journal of Biological Chemistry.

[bib47] Mills M, Rindfuss RR, McDonald P, te Velde E, ESHRE Reproduction and Society Task Force (2011). Why do people postpone parenthood? reasons and social policy incentives. Human Reproduction Update.

[bib48] Nakada K, Sato A, Yoshida K, Morita T, Tanaka H, Inoue S, Yonekawa H, Hayashi J (2006). Mitochondria-related male infertility. PNAS.

[bib49] Nelson GA, Ward S (1980). Vesicle fusion, pseudopod extension and amoeboid motility are induced in nematode spermatids by the ionophore monensin. Cell.

[bib50] Nomura M, Takagi H (2004). Role of the yeast acetyltransferase Mpr1 in oxidative stress: regulation of oxygen reactive species caused by a toxic proline catabolism intermediate. PNAS.

[bib51] Ozkosem B, Feinstein SI, Fisher AB, O'Flaherty C (2015). Advancing age increases sperm chromatin damage and impairs fertility in peroxiredoxin 6 null mice. Redox Biology.

[bib52] Paek J, Lo JY, Narasimhan SD, Nguyen TN, Glover-Cutter K, Robida-Stubbs S, Suzuki T, Yamamoto M, Blackwell TK, Curran SP (2012). Mitochondrial SKN-1/Nrf mediates a conserved starvation response. Cell Metabolism.

[bib53] Palikaras K, Lionaki E, Tavernarakis N (2015). Coordination of mitophagy and mitochondrial biogenesis during ageing in *C. elegans*. Nature.

[bib54] Pang S, Lynn DA, Lo JY, Paek J, Curran SP (2014). SKN-1 and Nrf2 couples proline catabolism with lipid metabolism during nutrient deprivation. Nature Communications.

[bib55] Pang S, Curran SP (2014). Adaptive capacity to bacterial diet modulates aging in *C. elegans*. Cell Metabolism.

[bib56] Powers HJ (2003). Riboflavin (vitamin B-2) and health. The American Journal of Clinical Nutrition.

[bib57] Ramalho-Santos J, Amaral S (2013). Mitochondria and mammalian reproduction. Molecular and Cellular Endocrinology.

[bib58] Rambold AS, Kostelecky B, Elia N, Lippincott-Schwartz J (2011). Tubular network formation protects mitochondria from autophagosomal degradation during nutrient starvation. PNAS.

[bib59] Redondo A, Menasche P, Le Beau J (1975). [Operation for stenosis of the internal carotid artery secondary to irradiation (a propos of 1 observation)]. Neuro-Chirurgie.

[bib60] Shakes DC, Ward S (1989). Initiation of spermiogenesis in *C. elegans*: a pharmacological and genetic analysis. Developmental Biology.

[bib61] Shaw JM, Nunnari J (2002). Mitochondrial dynamics and division in budding yeast. Trends in Cell Biology.

[bib62] Singson A, Hill KL, L'Hernault SW (1999). Sperm competition in the absence of fertilization in*Caenorhabditis elegans*. Genetics.

[bib63] Smiley ST, Reers M, Mottola-Hartshorn C, Lin M, Chen A, Smith TW, Steele GD, Chen LB (1991). Intracellular heterogeneity in mitochondrial membrane potentials revealed by a J-aggregate-forming lipophilic cation JC-1. PNAS.

[bib64] Smirnova E, Griparic L, Shurland DL, van der Bliek AM (2001). Dynamin-related protein Drp1 is required for mitochondrial division in mammalian cells. Molecular Biology of the Cell.

[bib65] Timmons L, Court DL, Fire A (2001). Ingestion of bacterially expressed dsRNAs can produce specific and potent genetic interference in *Caenorhabditis elegans*. Gene.

[bib66] Tondera D, Grandemange S, Jourdain A, Karbowski M, Mattenberger Y, Herzig S, Da Cruz S, Clerc P, Raschke I, Merkwirth C, Ehses S, Krause F, Chan DC, Alexander C, Bauer C, Youle R, Langer T, Martinou JC (2009). SLP-2 is required for stress-induced mitochondrial hyperfusion. The EMBO Journal.

[bib67] Treloar AE (1981). Menstrual cyclicity and the pre-menopause. Maturitas.

[bib68] van der Bliek AM, Sedensky MM, Morgan PG (2017). Cell biology of the mitochondrion. Genetics.

[bib69] Wagner H, Cheng JW, Ko EY (2018). Role of reactive oxygen species in male infertility: an updated review of literature. Arab Journal of Urology.

[bib70] Wang Y, Zhang Y, Chen L, Liang Q, Yin XM, Miao L, Kang BH, Xue D (2016). Kinetics and specificity of paternal mitochondrial elimination in *Caenorhabditis elegans*. Nature Communications.

[bib71] Ward S, Hogan E, Nelson GA (1983). The initiation of spermiogenesis in the nematode *Caenorhabditis elegans*. Developmental Biology.

[bib72] Ward S, Carrel JS (1979). Fertilization and sperm competition in the nematode *Caenorhabditis elegans*. Developmental Biology.

[bib73] Ward S, Miwa J (1978). Characterization of temperature-sensitive, fertilization-defective mutants of the nematode *Caenorhabditis elegans*. Genetics.

How the deposited data were processed for this re-analysis (not part of the article)

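The samples were whole worms of WT (N2 Bristol) and the *alh-6(lax105)* mutant, collected at the L4 stage (48 hr after synchronized L1 larvae were dropped) and as day 3 adults (120 hr), with 3 libraries in each of the 4 groups. The genotype, stage and replicate of each of the 12 libraries came from the sample labels and the paper, and every column of the deposited tables was matched to a sample by its name. Labels name whole worms and the figure legend names hermaphrodites.

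The authors deposited FPKM per gene and library for 46726 genes. They normalized these values to gene length and to the reads counted on genes in that library. The authors also deposited, for each stage, the mean over a group's 3 libraries of the read counts divided by size factors, which is a normalized signal and not a raw count. The same deposited tables give the authors' log2 fold change of *alh-6* over WT. They also give the p-value and the adjusted p-value of the authors' test. The paper states 0.05 FDR, and its text does not name the aligner, the counting tool, the genome build, the annotation or the test behind these values. Replicates were not pooled in the FPKM table.

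Gene symbols, positions and exons came from the WBcel235 annotation, release 115. Of the 46726 identifiers 46364 were in it, and 43623 had a symbol there. FPKM and group means were joined to recover the reads of each library. Whole numbers resulted for 100% of the values, with a largest distance from a whole number of 0.000243. The reads on genes ranged from 19248229 to 23575173 per library, with a median of 20632421. At this depth a gene with a mean of under 10 reads per library carries counting noise that is large against its mean, and such genes are counted separately in the closing section.

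The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust variance) on log2(FPKM + 0.1), fitted separately at each stage to the genes with FPKM of at least 1 in at least 3 of the 6 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. A genotype by stage term in a fit of all 12 libraries tested differences between the stages. Overlaps of calls and enrichments were tested by Fisher's exact test over the genes tested. Sets of genes were tested by camera with an inter-gene correlation of 0.01, over 28 set tests within the stages and 15 tests of the difference between stages.

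Gene lists stood in for GO terms: MSP genes, sperm genes other than MSP, germ plasm, acyl-CoA dehydrogenases, acyl-CoA oxidases, FAD-dependent enzymes, oxidoreductase families, glutathione genes, vitellogenins, muscle genes, the 5 P5C enzymes and SKN-1 targets. Lists of oocyte and eggshell genes, molt genes and adult cuticle collagens served the closing section. The lists share members: the acyl-CoA dehydrogenases and oxidases belong to the FAD-dependent enzymes and, apart from *ivd-1*, to the oxidoreductase families. The FAD-dependent enzymes and the oxidoreductase families also share *fmo* genes, *sdha-1*, *sdha-2*, *gsr-1*, *trxr-1* and *trxr-2*, and *gsr-1* is in the glutathione list too. Of the P5C enzymes, *alh-13* is among the oxidoreductase families and *prdh-1* among the FAD-dependent enzymes. Of the SKN-1 targets, *gst-4*, *gst-7*, *gst-10* and *gcs-1* are glutathione genes and *dhs-8* is among the oxidoreductase families. *oma-1* and *oma-2* are in the germ plasm and oocyte lists. The main tests, these lists, the rule for named genes and all alternatives other than limma-voom and the filter on recovered reads were fixed before the data were examined. The tests that the closing section marks as chosen after the results were seen are exceptions. A list of genes first transcribed in embryos was written later, before its values were looked at.

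The named genes were *alh-6*, every gene the paper names for the RNA-Seq or perturbs, and for each stage the 3 called genes with the largest rise and the 3 with the largest fall. The latter were taken among genes with a mean of at least 5 FPKM whose 3 *alh-6* values all lay outside the 3 WT values. The called member of each set with the largest change was also named.

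The alternatives were pseudocounts of 1 and 0.01, no filter on low values, rescaling by the median ratio to the geometric mean library, all 12 libraries in 1 fit, the replicate number as a block, each library left out in turn, no fold change threshold, fry, and camera with an estimated correlation. Chosen after the data were seen were limma-voom on the recovered reads and a filter of at least 10 recovered reads in at least 3 libraries. Random steps used a fixed seed.

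The fits were tested on simulated data drawn from the real means and depths with 200 genes changed by known amounts. At L4, limma called 199 of the 199 changed genes that were tested and 16 unchanged genes. In day 3 adults it called 195 of 196 changed genes and 5 unchanged genes. The changed genes lay above a floor of reads and FPKM, all changed by more than 2-fold, and every gene had the same simulated dispersion. These counts therefore do not give the sensitivity for smaller changes, low genes or genes with a larger spread. Figures were drawn with matplotlib 3.10.9 in Python 3.11. The RT-PCR, FAD and fertility measurements of the paper were not analysed here.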

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

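The tests of developmental timing were chosen only after the results they bear on were seen. The effect of *alh-6* differed between L4 stage animals and day 3 adults for 422 genes by the genotype by stage term in limma. Of 100 relabelings of the libraries within the stages, the real one included, 1 gave as many genes, and the others gave at most 190. Within each stage the real split was the only 1 of the 10 splits of the 6 libraries with as many calls, and the others called at most 8 genes at L4 and 6 in day 3 adults. With 3 libraries against 3 this share cannot fall under 0.1, so the splits within a stage do not exclude a chance division of the libraries. Depth was tested by thinning every library of a stage to the same number of reads. This left 451 genes called at L4 and 84 in day 3 adults, of which 436 and 78 were also called from all reads, so a difference in depth does not account for the calls.

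Several gene sets also differed between the stages, as the median log2 difference of the effect in day 3 adults minus that at L4. It was largest for the molt genes, at −1.65 (camera, adjusted p = 5.9e-12). The vitellogenins differed by 0.90, the P5C enzymes by −0.45 and the oocyte and eggshell genes by 0.41 (camera, adjusted p = 1.08e-12 for the latter). Smaller differences were found for the acyl-CoA oxidases (−0.33), the muscle genes (0.23), the SKN-1 targets (0.20), the germ plasm list (0.17) and the FAD-dependent enzymes (−0.13). All of these also passed fry, and with an estimated inter-gene correlation only the molt genes passed (camera, adjusted p = 0.0127). The difference of the SKN-1 targets was lost without *alh-6* L4 replicate 2 (0.124) and without *alh-6* day 3 replicate 3 (0.136), where camera gave an adjusted p of 0.0587. The MSP genes (0.26; camera, adjusted p = 0.168) and the adult cuticle collagens (0.78; camera, adjusted p = 0.0901) did not pass, but some settings called them. Camera called the MSP difference with a pseudocount of 1 (0.299; adjusted p = 1.62e-05) and without WT day 3 replicate 1 (0.379; adjusted p = 0.00132), while without WT day 3 replicate 3 it was −0.062. It called the collagen difference with a pseudocount of 1 (0.778; adjusted p = 0.000864), without *alh-6* L4 replicate 1 (0.85; adjusted p = 0.0467) and without WT day 3 replicate 1 (0.829; adjusted p = 0.0269). Over the other settings the adjusted p was 0.104 to 0.651 for MSP and 0.054 to 0.249 for the collagens. The oxidoreductase families (−0.09; camera, adjusted p = 0.0901) passed fry (adjusted p = 0.0386) and camera without *alh-6* L4 replicate 2 (−0.096) or replicate 3 (−0.119), WT day 3 replicate 2 (−0.127) or *alh-6* day 3 replicate 3 (−0.126), with adjusted p values of 0.0185 to 0.0494. The acyl-CoA dehydrogenases (−0.14; camera, adjusted p = 0.0901) passed fry (adjusted p = 0.0195), limma-voom with camera (−0.256; adjusted p = 0.0333) and camera without WT day 3 replicate 2 (−0.276; adjusted p = 0.0494). The sperm genes other than MSP (0.07; camera, adjusted p = 0.121) passed with a pseudocount of 1 (0.143; camera, adjusted p = 0.00226) and without WT day 3 replicate 1 (0.203; camera, adjusted p = 0.0138), while without WT day 3 replicate 2 it was 0. Over the other settings run for these 3 sets, camera or fry gave adjusted p values of 0.0508 to 0.423, 0.0526 to 0.229 and 0.0685 to 0.538. The glutathione genes (−0.2; camera, adjusted p = 0.495) passed under no setting run.

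Chance division of the libraries was also weighed for the sets within a stage, by the number of the 10 splits with a camera p as small as that of the real one. Only the real split, 1 of the 10, gave so small a p for the MSP, germ plasm, P5C, molt and oocyte sets at L4. The same count of 1 was found for the glutathione, vitellogenin, oxidoreductase, muscle and SKN-1 sets in day 3 adults. At L4, 2 of the 10 splits gave as small a p for the acyl-CoA oxidases and 3 for the sperm genes other than MSP. The acyl-CoA dehydrogenases, the FAD-dependent enzymes and the oxidoreductase families had 4 such splits of 10 at L4, so that other divisions of the same libraries gave as small a camera p for these sets. Those divisions did not match the calls of single genes, since none gave more than 8 genes in all without the fold change threshold. Gene length does not account for the medians of 6 sets. With the trend of fold change on gene length removed, the L4 medians were −0.293 for MSP, −0.255 for germ plasm, 1.324 for molt and −0.497 for oocyte genes. Under the same correction the day 3 medians were 0.475 for muscle and 0.437 for vitellogenins.

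Among the named genes, the effect was more positive in day 3 adults for *gst-4* (1.18), *sdz-8* (1.45), *gsto-2* (3.69), *unc-54* (1.26), *C15B12.8* (3.14), *fbxc-58* (2.03), *E03H4.8* (1.95) and *ssp-37* (1.23). It was more negative for *alh-13* (−1.09), *dpy-2* (−3.06), *lpr-3* (−2.81), *lpr-6* (−3.53), *noah-1* (−2.72), *nlp-34* (−3.34) and the pseudogene WBGene00014955 (−1.05). The adjusted p values from limma ranged from 7.04e-05 for *gst-4* to 0.033 for *ssp-37*. Some of these rested on few reads or on single libraries. The difference of *ssp-37* was lost in 9 of the 12 fits that each left out 1 library (limma, adjusted p up to 0.0735), and those fits gave 1.017 to 1.435. *gsto-2* was lost without WT L4 replicate 1 (3.237) or replicate 3 (3.801), where limma gave adjusted p values of 0.0537 and 0.0517. It was also lost with a pseudocount of 0.01 (limma, adjusted p = 0.136) and without the filter on low values (limma, adjusted p = 0.0506). Without that filter *ssp-37* was lost too (limma, adjusted p = 0.0693). The change of WBGene00014955 fell short of 2-fold without WT L4 replicate 1 (−0.989), *alh-6* L4 replicate 3 (−0.983) or *alh-6* day 3 replicate 1 (−0.968). It also fell short with a pseudocount of 1 (−0.996) and with median ratio scaling (−0.968). Differences called for *21ur-3110*, *F56D6.9* and *cyp-14A3* are left out because a group had at most 3 reads in each library.

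Genes outside those the paper discusses moved at L4. All 12 molt genes tested were higher in the *alh-6* mutant, 10 of them past 2-fold, with a median log2 fold change of 1.36 (camera, adjusted p = 1.02e-14; fry, adjusted p = 0.00165). Their summed FPKM was 192.3 ± 4.9 in WT and 462.9 ± 45.4 in the mutant (SD, n = 3). All 14 oocyte and eggshell genes were lower, with a median of −0.45 (camera, adjusted p = 2.07e-10; fry, adjusted p = 0.00551) and sums of 2015 ± 83.2 and 1433 ± 57 FPKM (SD, n = 3). The 3 adult cuticle collagens were lower with a median of −0.79 (camera, adjusted p = 0.00113; fry, adjusted p = 0.0147) and sums of 1981 ± 53.9 and 1263 ± 170 FPKM (SD, n = 3). Across the fits that left out 1 library, the medians were 1.303 to 1.421, −0.49 to −0.39 and −0.894 to −0.632. With an estimated correlation camera called none of the 3 sets (lowest adjusted p = 0.0854). The oocyte median in day 3 adults was −0.04 (camera, adjusted p = 0.503). For the molt genes, of which 5 were tested, it was −0.52 (camera, adjusted p = 0.149; fry, adjusted p = 0.0118). Camera called this set lower with median ratio scaling (−0.443; adjusted p = 0.0494) and with limma-voom (−0.544; adjusted p = 0.0466), and not under the other settings.

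A candidate explanation of this L4 pattern, as a hypothesis, is developmental timing: the *alh-6* animals may have been slightly younger in development than WT when L4 stage animals were collected. The differences of −1.65 for molt and 0.41 for oocyte genes between the stages do not decide it. Their signs follow largely from the L4 values that prompted the hypothesis, and an effect of *alh-6* limited to L4 would give them too. For genes whose level moves in 1 direction between the stages, timing needs the effect at L4 to run against the WT change from L4 to day 3 adults. The adult cuticle collagens ran with that change. Their summed FPKM in WT was 1981 at L4 and 88.24 in day 3 adults, and in the mutant at L4 it was 1263. Whether they first rise after L4 cannot be seen from these stages, so this set does not decide it either. The germ plasm sum ran against the change, with 5650 FPKM in WT at L4, 14040 in WT day 3 adults and 4785 in the mutant at L4. The vitellogenins (5205, 12530 and 3768), FAD-dependent enzymes (4034, 2226 and 4495) and oxidoreductase families (8763, 6405 and 9453) did too. The L4 results of these sets are therefore open to timing as well. The sums of MSP, other sperm genes and SKN-1 targets ran with the change. With separate WT libraries for the effect and for the change, the mean correlation across genes was −0.161 (−0.19 to −0.151 across the divisions of the WT libraries). Simulated groups with no effect gave −0.014 to 0.015. Of the 20 relabelings of the L4 libraries, 1 was as low and 2 were as large in either sign, with a range from −0.161 to 0.238, so the relabelings give limited support. *alh-13* and *pycr-1* are open to the same explanation, since in WT their change from L4 to day 3 adults was −2.82 and −4.32. *oatr-1* rose by 0.36 in the mutant at L4, nearly the size of its whole WT change, −0.38. *gst-4* rose by 0.46 in the mutant at L4, more than the size of its WT change, −0.26. For both genes timing and an effect of *alh-6* cannot be told apart, because the stages do not bound a short change around L4.

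For the MSP genes, timing and a lower output of sperm genes cannot be told apart. Their level in WT day 3 adults was 0.13% of that at L4, so they are transcribed in a window, and only collections at several ages in that window would tell. The paper states that *alh-6* mutants develop normally. A slower development, a difference in when the plates were collected and an effect of *alh-6* on these genes at equal age all stay open.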

How the results depend on the processing

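The tests with limma-voom on the recovered reads, with and without the fold change threshold, and those with a filter of at least 10 recovered reads in at least 3 libraries were chosen only after the results were seen. Counts of genes moved most with the fold change threshold. Without it, 2124 genes passed at L4 (1134 higher, 990 lower), 664 in day 3 adults (225 higher, 439 lower) and 1070 for the difference between the stages, with 35 genes higher and 58 lower at both stages. limma-voom without the threshold gave 2782 genes at L4 (1461 higher, 1321 lower) and 996 in day 3 adults (329 higher, 667 lower). A pseudocount of 1, which shrinks the fold changes of low genes, gave 245 genes at L4 (174 higher, 71 lower) and 41 in day 3 adults (25 higher, 16 lower). In the fit of all 12 libraries, which tests more genes and shares the variance, 148 genes were called in day 3 adults (74 higher, 74 lower). Genes lower in day 3 adults numbered 20 with median ratio scaling and 67 with the filter on recovered reads. The other settings that used all libraries and kept the threshold gave 441 to 498 genes at L4, and fits without 1 library gave 319 to 474. The number of genes higher at both stages was 2 with median ratio scaling, all 12 libraries, the replicate block or limma-voom, and 4 with the filter on recovered reads.

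Across the 6 fits that each left out 1 library, day 3 adults gave 46 to 100 genes, with 25 to 46 higher and 15 to 75 lower. The lowest total came without WT replicate 3, and the most lower genes (75) and fewest higher genes (25) came without *alh-6* replicate 3. Genes lower also numbered 21 without WT replicate 1 and 26 without WT replicate 2. Over the 12 such fits, 1 to 2 genes were higher and 0 to 4 lower at both stages. There were 2 higher without WT L4 replicate 1 or *alh-6* day 3 replicate 1. There were 0 lower without WT L4 replicate 3, where 3376 genes at L4 had an unadjusted p under 0.05, and 1 without WT L4 replicate 2, WT day 3 replicate 1 or replicate 2.

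The gene sets kept their direction at L4 under every setting that used all libraries. With an estimated inter-gene correlation camera called no set, with unchanged medians of −0.379 for MSP, −0.194 for sperm genes other than MSP, −0.226 for germ plasm, 0.447 for acyl-CoA oxidases, 0.037 for FAD-dependent enzymes, 0.092 for oxidoreductases and 0.36 for P5C enzymes. The day 3 medians were 0.014 for oxidoreductases, 0.117 for glutathione genes, 0.45 for vitellogenins, 0.436 for muscle genes and 0.259 for SKN-1 targets. fry also did not call the sperm genes other than MSP (−0.194) or the day 3 oxidoreductases (0.014). The fit of all 12 libraries did not call MSP (−0.379), the other sperm genes (−0.194) or the day 3 acyl-CoA oxidases (0.094). The cause was not tested, though for MSP the day 3 libraries in that fit were near the floor.

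Median ratio scaling raises the day 3 fold changes of all genes, whose median went from −0.08 to −0.003. It turned small negative values positive in day 3 adults for germ plasm (0.006), acyl-CoA dehydrogenases (0.013), FAD-dependent enzymes (0.044) and oocyte genes (0.034), and at L4 for *eat-3* (0.006) and *flad-1* (0.001). None of the sets was called by camera, and neither gene by limma, with either scaling. fry called the day 3 germ plasm set before the rescaling (adjusted p = 0.0147).

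Fits that left out 1 library gave −0.071 to 0.033 for acyl-CoA dehydrogenases and 0.045 to 0.072 for FAD-dependent enzymes at L4. The first turned positive, and the second lost its call (0.069), without *alh-6* replicate 1. The day 3 oxidoreductases gave −0.008 (without *alh-6* replicate 3) to 0.019. The difference between stages gave −0.062 (without WT day 3 replicate 3) to 0.379 for MSP, and 0 (without WT day 3 replicate 2) to 0.203 for other sperm genes. Single genes near 0 changed sign: *alh-6* in day 3 adults (−0.01 to 0.053), *prdh-1* at L4 (−0.029 to 0.109), *pycr-1* in day 3 adults (−0.012, without *alh-6* replicate 3, to 0.299), and at L4 *eat-3* (−0.051 to 0.006), *rfk-1* (−0.084, without *alh-6* replicate 2, to 0.187) and *flad-1* (−0.07 to 0.026). Apart from the counts, the share near *alh-6* and the sets listed with their medians under the estimated correlation, these fits gave 38 weaker and 9 stronger results, and the other alternatives 46 weaker and 10 stronger.

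The correlation of the L4 effect with the WT change between stages was −0.194 with a pseudocount of 1, −0.133 with 0.01 and −0.089 without the filter on low values. The share of called genes within 2 Mb of *alh-6* at L4 fell to 3% without that filter, under the share of the other genes, and in day 3 adults it was 5% with a pseudocount of 1.

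Replicate numbers did not pair the samples. Deviations of same-numbered WT and *alh-6* libraries correlated at 0.19, −0.13 and 0.35 at L4 and at 0.02, −0.13 and −0.23 in day 3 adults. With the replicate block, 445 genes were called at L4, 80 in day 3 adults (43 higher, 37 lower) and 377 for the difference between the stages.

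Depth limits the genes with few reads. Of the 461 genes called at L4, 10 had under 10 reads per library on average in both genotypes, and 3 of these were also called by limma-voom. Of the 86 in day 3 adults there were 8, and 2 were also called by limma-voom. Counting noise at few reads was therefore not the source of most calls.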

Differences from the paper's values

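The limma-voom tests were chosen only after the results were seen, and no other test named here was. The paper states 1935 differentially expressed genes at L4, and 461 were called here at 2-fold and 0.05 FDR. It states 456 in day 3 adults, and 86 were called here. The authors' deposited tables hold 1935 and 456 genes at 0.05 FDR with no fold change threshold, and 485 and 94 genes past 2-fold as well. Among the alternatives set before the data were examined, only the one without the fold change threshold came within 1.5 times, with 2124 and 664 genes. limma-voom without the threshold, chosen after seeing the values, gave 2782 genes at L4, within 1.5 times of the paper's number, and 996 in day 3 adults, which was not.

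For genes higher in the mutant the paper shows about 1200 at L4 and about 330 in day 3 adults (Figure 3—figure supplement 1A, read by eye), against 339 and 43 here. For genes lower it shows about 740 and about 130 (Figure 3—figure supplement 1B, read by eye), against 122 and 43. These panels are titled 2-fold. The deposited tables hold 1191 and 327 higher genes and 744 and 129 lower genes with no fold change threshold, close to the counts in the panels. Without the fold change threshold there were 1134 and 225 higher genes and 990 lower genes at L4, all within 1.5 times, but 439 lower genes in day 3 adults, which was not. None of the alternatives set before the data were examined closed the gap for the day 3 lower genes, and the nearest on the low side was 75 genes without *alh-6* replicate 3. Past 2-fold the authors' deposited tables hold 65 higher and 29 lower genes in day 3 adults. Median ratio scaling gave 50 and 20 here, and it was not run without the fold change threshold. limma-voom without the threshold, chosen after seeing the values, came within 1.5 times for the higher genes (1461 and 329) and not for the lower genes (1321 and 667).

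The paper shows about 48 genes higher at both stages and about 20 lower at both (Figure 3—figure supplement 1A–B, read by eye), against 1 and 3 here. Without the fold change threshold 35 were higher at both, within 1.5 times, and 58 lower, which was not. None of the alternatives set before the data were examined came within 1.5 times for the genes lower at both stages.

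In Figure 3A the acyl-CoA dehydrogenases are shown as mostly increased at L4. Here the median log2 fold change of all 14 was −0.05, with 6 higher and 8 lower. Among those past the threshold on the adjusted p alone 5 were higher and 1 lower. The authors' deposited tables hold the same numbers at 0.05 FDR, so at that threshold the direction did not differ from the panel. The legend of Figure 3—figure supplement 1C describes its enzymes as increased. B0513.5 and F55G1.9 had log2 fold changes of 0.04 here and did not pass (limma, adjusted p = 0.85 and adjusted p = 0.751), and no setting run here called either.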

Other observations

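The tests of reads shared between copies, scaling, germline and embryo RNA shares behind the muscle genes, linked variation and chromosomal position were chosen only after the results were seen. The list of genes first transcribed in embryos was tested as a prediction written before its values were looked at.

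Genes lower in day 3 adults depended on scaling. Of the 43 called lower, 20 were called with median ratio scaling, all 20 among the 43. That scaling raises the day 3 fold changes of all genes, so fewer lower calls follow from it. The counts do not show which scaling is right. The vitellogenins took 4.853% to 6.205% of the reads on genes in WT day 3 libraries and 7.811% to 7.93% in *alh-6*. A larger share for these genes leaves a smaller share for the others. Scaling to the total reads on genes therefore stays a candidate explanation for part of the 43, and how large a part was not tested. The choice between these 2 scalings does not account for the rise of 3 sets in day 3 adults. With median ratio scaling their medians were larger, at 0.513 for muscle, 0.528 for vitellogenins and 0.194 for glutathione genes. Camera still called them (adjusted p = 1.02e-15, 6.71e-05 and 2.95e-05 in the same order). Camera compares a set with the other genes, so a shift of all genes could hardly have removed these calls. The acyl-CoA oxidases, called with a median of 0.10 before (camera, adjusted p = 0.0413), were not called with median ratio scaling (median 0.179; camera, adjusted p = 0.1). This loss was not specific to scaling. The call was also lost without the filter on low values, in the fit of all 12 libraries, with the replicate block and with the filter on recovered reads (camera, adjusted p = 0.0759 to 0.275). It was lost too without WT replicate 2 (0.053) or *alh-6* replicate 3 (0.067).

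A further hypothesis for the lower genes was that *alh-6* adults carried fewer embryos, since the libraries were made from whole worms. Of 25 genes first transcribed in embryos, 9 were tested in day 3 adults and 7 were lower. Their median log2 fold change was −0.58, against −0.08 for all genes (camera, adjusted p = 0.03 over the 2 stages). Without the fold change threshold limma called 4 lower, and 5 when adjusted over the list alone. The most abundant gene of the list, *tbx-9*, did not fall (31.6 FPKM in WT and 33.3 in the mutant). *vet-6* went from 7.59 to 3.67 FPKM and *tbx-38* from 6.88 to 3.9 FPKM. The real split was the only 1 of the 10 splits of the 6 libraries with so small a p, and the median was −0.708 to −0.469 across the 6 fits that left out 1 library. Over the other settings the unadjusted p from camera or fry ranged from 0.000399 to 0.0397, the latter without *alh-6* replicate 3, but camera with an estimated correlation raised it to 0.168. At L4, 4 genes of the list were tested, of which 1 was lower, and the set was not lower (median 0.16; camera, adjusted p = 0.147). Fewer embryos may therefore contribute to the genes lower in day 3 adults, though most of the list was too low to test and embryos were not counted here.

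The rise of the muscle genes in day 3 adults was tested against a smaller share of RNA from other tissues. The tests did not decide. A smaller share of germline RNA would lower germline genes. The oocyte and eggshell median was −0.04, with 6 genes higher and 8 lower, while 30 of 37 germ plasm genes were lower (median −0.07; camera, adjusted p = 0.322; fry, adjusted p = 0.0147). The median of all genes was −0.08, and where the germline gives most of the RNA its own fall would be small. A smaller share of embryo RNA would raise somatic genes alike and lower genes of the embryo. The vitellogenins rose as much as the muscle genes (medians 0.45 and 0.44) and the embryo list fell (−0.58), which goes with it. The muscle median lay above that of the oxidoreductase families by 0.42, but that list includes metabolic enzymes that are not known here to be limited to somatic tissue. For the muscle genes, a smaller share of germline or embryo RNA and a change in muscle itself cannot be told apart. A change of muscle mass against other tissues and a change of expression within muscle stay open and were not tested.

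For the MSP genes at L4, reads shared between near-identical copies would leave the total of the family unchanged. The family's share of reads in *alh-6* animals was 0.78 times that in WT with no overlap between the libraries, so shared reads do not account for the fall.

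Genes called at both stages were few. Of 200 relabelings of the libraries within the stages, the real one included, 4 gave as many genes higher at both stages (1 gene) and 1 gave as many lower at both (3 genes). The other splits of a stage called at most 8 genes and so had little to share, and these counts do not show whether the overlap is above chance. With the numbers of calls held fixed, the overlap depended on the setting. For higher genes the Fisher exact test gave an adjusted p of 0.221, but 0.00356 with the filter on recovered reads, 0.0191 with the block, 0.0284 with limma-voom and 7.28e-07 without the fold change threshold. It was also 0.0268 without WT L4 replicate 1 and 0.0244 without *alh-6* day 3 replicate 1, and over the other settings 0.051 to 0.666. For lower genes it gave 0.00189, but 0.0772 in the fit of all 12 libraries, 1 without WT L4 replicate 3, 0.172 without WT L4 replicate 2, and 0.291 and 0.17 without WT day 3 replicate 1 and 2. Over the other settings it was 6.46e-06 to 0.0337.

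Because *alh-6(lax105)* came from a screen, variants linked to it were tested as a cause of calls near the gene. Of the genes called at L4, 3.3% lay within 2 Mb of *alh-6*, against 2.7% of the other genes (Fisher exact test, p = 0.462, 0.554 adjusted over 6 position tests). The share in day 3 adults was 7.1%, or 6 of 85 genes with a position, against 2.8% (Fisher exact test, p = 0.0324, adjusted p = 0.075). Local effects of linked variants on genes within 2 Mb are therefore not the source of most calls at either stage. Whether a linked variant acts on genes elsewhere was not tested. The 6 genes, named after their values were seen, were *arrd-1*, *fbxb-17*, *ins-19*, *sdz-4*, *Y110A2AL.9* and *ZK355.8*. For these, local effects of linked variation and chance cannot be told apart. The Fisher exact p was 0.0431 with a pseudocount of 0.01 and 0.0356 without the filter on low values. It was 0.311 with a pseudocount of 1 and 0.715 without the fold change threshold.

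Called genes at L4 were more often on the X chromosome than other genes. Of 458 called genes with a position, 109 lay on X, or 23.8% against 13.1% of the others (Fisher exact test, p = 1.39e-09, adjusted p = 8.34e-09), 76 of them higher and 33 lower in the mutant. The share stayed between 18.4% and 23.8% under the pseudocounts, the filter and the fold change threshold that were tried. Only 5 of 85 lay on X in day 3 adults, or 5.9% against 13.6% (Fisher exact test, p = 0.0375, adjusted p = 0.075). This lower share did not hold under most settings. It was 12.4% against 13.6% without the fold change threshold (Fisher exact test, p = 0.379), 11.4% against 14.4% without the filter on low values (Fisher exact test, p = 0.523) and 7.5% against 13.6% with a pseudocount of 1 (Fisher exact test, p = 0.356). With a pseudocount of 0.01 it was 5.5% against 13.6% (Fisher exact test, p = 0.0204, adjusted p = 0.0612). Whether the X share differs between the stages was not tested, and no explanation was tested.

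Genes the paper perturbs or measures in other experiments were also looked up. At L4 the log2 fold changes were −0.12 for *fzo-1*, −0.02 for *eat-3*, −0.146 for *drp-1*, 0.08 for R10H10.6 (*rfk-1*) and −0.02 for *flad-1*. None passed (limma, adjusted p = 0.156 to 0.871), and *eat-3*, *rfk-1* and *flad-1* changed sign when 1 library was left out. The day 3 values were −0.15, −0.13, −0.11, −0.29 and −0.085 in the same order, and none passed (limma, adjusted p = 0.135 to 0.481). The paper reports raised *fzo-1* expression in *alh-6* mutants (Figure 5—figure supplement 1F). Here, in whole worms fed OP50, the *fzo-1* values were negative at both stages and did not pass. The legend of that panel states no stage or sex, so the animals measured may differ. R10H10.6 shares 45 exon bases with *gpa-7* on the opposite strand.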
